# The m^6^A reader YTHDF2 is a negative regulator for dendrite development and maintenance of retinal ganglion cells

**DOI:** 10.7554/eLife.75827

**Published:** 2022-02-18

**Authors:** Fugui Niu, Peng Han, Jian Zhang, Yuanchu She, Lixin Yang, Jun Yu, Mengru Zhuang, Kezhen Tang, Yuwei Shi, Baisheng Yang, Chunqiao Liu, Bo Peng, Sheng-Jian Ji

**Keywords:** m^6^A modification, YTHDF2, retinal ganglion cell, dendrite, glaucoma, Mouse

## Abstract

The precise control of growth and maintenance of the retinal ganglion cell (RGC) dendrite arborization is critical for normal visual functions in mammals. However, the underlying mechanisms remain elusive. Here, we find that the *N*^6^-methyladenosine (m^6^A) reader YTHDF2 is highly expressed in the mouse RGCs. Conditional knockout (cKO) of *Ythdf2* in the retina leads to increased RGC dendrite branching, resulting in more synapses in the inner plexiform layer. Interestingly, the *Ythdf2* cKO mice show improved visual acuity compared with control mice. We further demonstrate that *Ythdf2* cKO in the retina protects RGCs from dendrite degeneration caused by the experimental acute glaucoma model. We identify the m^6^A-modified YTHDF2 target transcripts which mediate these effects. This study reveals mechanisms by which YTHDF2 restricts RGC dendrite development and maintenance. YTHDF2 and its target mRNAs might be valuable in developing new treatment approaches for glaucomatous eyes.

## Introduction

The mammalian retina is an ideal model system to study neuronal development and neural circuit formation. The retinal ganglion cells (RGCs) are the final and only output neurons in the vertebrate retina and their dendrites collect the electrical information concerning the visual signal from all other cells preceding them. One of the major focuses of research in the retina is to understand how RGC dendrite arborization arises during development (Prigge and Kay, 2018). Existing evidences supported that homotypic repulsion controls retinal dendrite patterning (Lefebvre et al., 2015). However, in mice which had most RGCs genetically eliminated, the dendrite size and shape of remaining RGCs appeared relatively normal (Lin et al., 2004). Thus, the fact that the dendrites of remaining RGCs did not expand to neighboring areas by the remaining RGCs supports the existence of the intrinsic limit for RGC dendrite patterning, which cooperates with the homotypic repulsion to determine the dendrite size of RGCs (Lefebvre et al., 2015). However, such intrinsic limiting mechanisms remain elusive.

Glaucoma is one of the leading causes for blindness. The major risk factors for glaucoma include increased intraocular tension. Studies have shown that glaucoma causes pathological changes in RGC dendrites before axon degeneration and soma loss were detected in different model animals (Weber et al., 1998; Shou et al., 2003; Morgan et al., 2006). Thus, elucidation of mechanisms governing RGC dendrite arbor maintenance bears clinical significance.

*N*^6^-methyladenosine (m^6^A) is the most widely distributed and extensively studied internal modification in mRNA (Dominissini et al., 2012; Meyer et al., 2012; Nachtergaele and He, 2018). m^6^A modification has been shown to regulate brain development and functions in the nervous system (Livneh et al., 2020; Yu et al., 2021a). By effectors, most of these studies have focused on its demethylases (‘m^6^A erasers’) and methyltransferases (‘m^6^A writers’). Since the fate of m^6^A-modified transcripts is decoded by the m^6^A-binding proteins (‘m^6^A readers’), how the readers mediate these functions and what are their neural target mRNAs remain to be elucidated. In addition, more precisely controlled spatial-temporal ablation of the m^6^A readers instead of null knockout is required to elucidate their functions and mechanisms in nervous system.

In this study, we identified an m^6^A-dependent intrinsic limiting mechanism for RGC dendrite arborization and maintenance. Conditional knockout (cKO) of the m^6^A reader YTHDF2 in the developing mouse retina increases RGC dendrite branching and improves visual acuity. YTHDF2 also mediates acute ocular hypertension (AOH)-induced RGC degeneration, the experiment model for glaucoma, and *Ythdf2* cKO in the retina alleviates AOH-induced RGC dendrite shrinking and neuronal loss. The regulation of RGC dendrite development and maintenance by YTHDF2 is mediated by two distinct groups of m^6^A-modified target mRNAs which encode proteins that promote dendrite arborization during development and maintain dendrite tree during injury, respectively. Therefore, our study reveals mechanisms by which YTHDF2 restricts RGC dendrite development and maintenance, which sheds light on developing new treatment approaches for glaucomatous eyes.

## Results

### Knockdown of YTHDF2 leads to a robust increase of RGC dendrite branching

To examine whether m^6^A modification and its reader proteins play a role in the dendrite development, we utilized the retina as the model system. We first checked their expression patterns in the developing mouse retina. Immunostaining with a widely used m^6^A antibody demonstrated that RGCs had high m^6^A modification levels (Figure 1—figure supplement 1A). Consistent with the m^6^A distribution, the m^6^A reader YTHDF2 is highly expressed in RGCs (Figure 1A; Figure 1—figure supplement 1B). Conversely, the expression of YTHDF2 in other layers and cells of the retina is much lower or absent (Figure 1A; Figure 1—figure supplement 1B-D). Another two m^6^A readers YTHDF1 and YTHDF3 show similar expression patterns (Figure 1—figure supplement 1E, F). The strong expression of YTHDFs and high level of m^6^A modification in RGCs suggest that the m^6^A reader YTHDFs might play roles in RGC development. We dissected and dissociated the retinal cells and cultured in vitro. We generated lentiviral shRNAs against YTHDFs, which showed similarly efficient knockdown (KD) of YTHDFs in RGC cultures in vitro (Figure 1B; Figure 1—figure supplement 1G,H). In these YTHDF-deficient RGC cultures, the first and most obvious phenotype that we observed is the robust increase of dendrite branching of cultured RGCs treated by sh*Ythdf2* (Figure 1C and D; Figure 1—figure supplement 1I,J). In contrast, the dendrite branching of RGCs with YTHDF1 KD using sh*Ythdf1* was not significantly different from control shRNA (Figure 1—figure supplement 1K), while YTHDF3 KD using sh*Ythdf3* caused a slight (statistically significant in several Sholl radii) decrease of RGC dendrite branching compared with control shRNA (Figure 1—figure supplement 1L). These results suggest that the m^6^A reader YTHDF2 might play an important role in controlling dendrite branching of RGCs.

**Figure 1.**
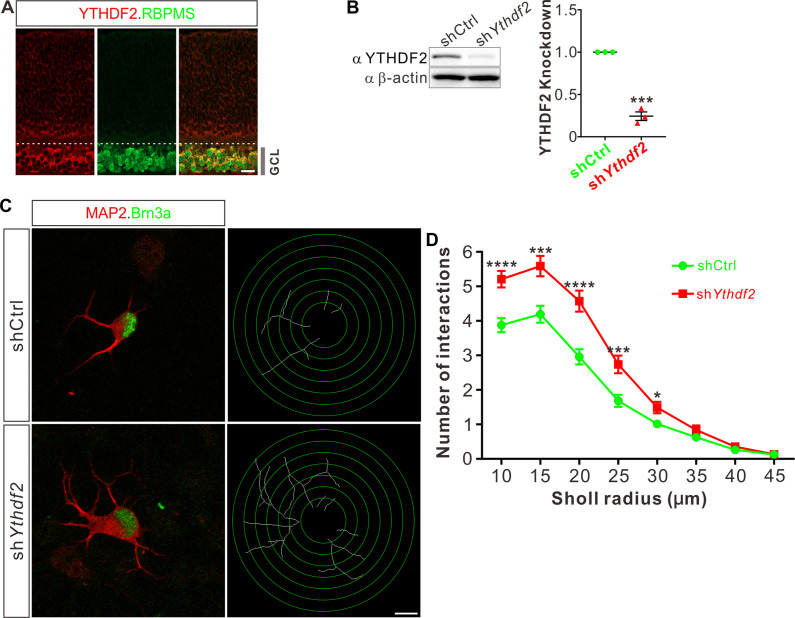
Knockdown (KD) of YTHDF2 leads to a robust increase of retinal ganglion cell (RGC) dendrite branching. (**A**) Representative confocal images showing high expression of YTHDF2 in RGCs (marked by RBPMS) in P0 retina. Note that all RGCs marked by the pan-RGC marker RBPMS express YTHDF2 while all YTHDF2-expressing cells are RBPMS^+^ RGCs. GCL, ganglion cell layer. Scale bars: 20 μm. (**B**) Western blotting (WB) confirming efficient KD of YTHDF2 in cultured RGCs using sh*Ythdf2*. Data of WB quantification are mean ± SEM and are represented as dot plots: ***p = 0.00012 (n = 3 replicates); by unpaired Student’s *t* test. (**C**) Examination of RGC dendrite development after YTHDF2 KD. As shown, significantly increased branching of dendrites marked by MAP2 immunofluorescence was observed in cultured RGCs marked by Brn3a. Dendrite traces were drawn for the corresponding RGCs. Scale bar: 10 μm. (**D**) Quantification of dendrite branching (**C**) using Sholl analysis. As shown, numbers of interactions are significantly greater in sh*Ythdf2* groups (n = 68 RGCs) than shCtrl groups (n = 72 RGCs) in Sholl radii between 10 and 30 μm. Data are mean ± SEM. ****p = 4.32E-05 (10 μm), ***p = 0.00038 (15 μm), ****p = 2.85E-05 (20 μm), ***p = 0.00084 (25 μm), *p = 0.020 (30 μm), by unpaired Student’s *t* test. Figure 1—source data 1.Source data for Figure 1B.(**A**) Western blotting (WB) of anti-YTHDF2 after knockdown (KD) of YTHDF2. (**B**) WB of anti-β-actin after KD of YTHDF2. Figure 1—source data 2.Source data for Figure 1B.Original file of the full raw unedited blot of anti-YTHDF2 after knockdown (KD) of YTHDF2. Figure 1—source data 3.Source data for Figure 1B.Original file of the full raw unedited blot of anti-β-actin after knockdown (KD) of YTHDF2.

**Figure 1—figure supplement 1.**
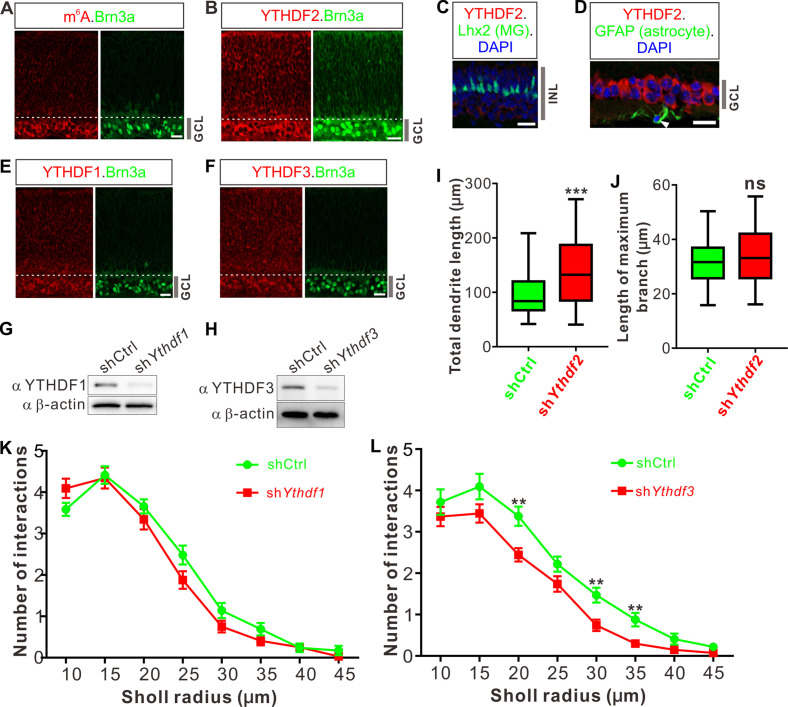
Retinal ganglion cells (RGCs) have high level of *N*^6^-methyladenosine (m^6^A) modification and strong expression of YTHDFs. (**A–F**) Representative confocal images showing high levels of m^6^A modification (**A**), strong expressions of YTHDF2 (**B**), YTHDF1 (**E**), and YTHDF3 (**F**) in RGCs (marked by Brn3a) in P0 retina, and no expression of YTHDF2 in Müller glia (marked by Lhx2, **C**) and astrocytes (marked by GFAP, **D**) in P20 retina. Scale bars: 20 μm. (**G, H**) Western blotting (WB) confirming efficient knockdown (KD) of YTHDF1 and YTHDF3 in cultured RGCs using sh*Ythdf1* and sh*Ythdf3*, respectively. (**I, J**) Quantification of total length (**I**) and length of maximum branch (**J**) of RGC dendrites after YTHDF2 KD. Data are represented as box and whisker plots: n = 36 RGCs for shCtrl, n = 32 RGCs for sh*Ythdf2*; ***p = 0.00062 for **I**; p = 0.22 for **J**; ns, not significant; by unpaired Student’s *t* test. (**K, L**) Quantification of dendrite branching using Sholl analysis after YTHDF1 KD (**K**) and YTHDF3 KD (**L**). Data are mean ± SEM. In **K**, n = 29 RGCs for shCtrl, n = 32 RGCs for sh*Ythdf1*, all not significant; in **L**, n = 32 RGCs for shCtrl, n = 27 RGCs for sh*Ythdf3*, **p = 0.0028 (20 μm), **p = 0.0028 (30 μm), **p = 0.0052 (35 μm); by unpaired Student’s *t* test. Figure 1—figure supplement 1—source data 1.Source data for Figure 1—figure supplement 1E,F.(**A**) Western blotting (WB) of anti-YTHDF1 after knockdown (KD) of YTHDF1. (**B**) WB of anti-β-actin after KD of YTHDF1. (**C**) WB of anti YTHDF3 after KD of YTHDF3. (**D**) WB of anti-β-actin after KD of YTHDF3. Figure 1—figure supplement 1—source data 2.Source data for Figure 1—figure supplement 1E.Original file of the full raw unedited blot of anti-YTHDF1 after knockdown (KD) of YTHDF1. Figure 1—figure supplement 1—source data 3.Source data for Figure 1—figure supplement 1E.Original file of the full raw unedited blot of anti-β-actin after knockdown (KD) of YTHDF1. Figure 1—figure supplement 1—source data 4.Source data for Figure 1—figure supplement 1F.Original file of the full raw unedited blot of anti-YTHDF3 after knockdown (KD) of YTHDF3. Figure 1—figure supplement 1—source data 5.Source data for Figure 1—figure supplement 1F.Original file of the full raw unedited blot of anti-β-actin after knockdown (KD) of YTHDF3.

### cKO of *Ythdf2* in the retina increases RGC dendrite branching in vivo without disturbing sublaminar targeting

To further explore whether YTHDF2 physiologically regulates RGC dendrite branching in vivo, we generated *Ythdf2* cKO mouse (Figure 2A). We used the *Six3-cre* mouse line (Furuta et al., 2000), which has been widely used in the field to generate retina-specific knockouts (Lefebvre et al., 2012; Riccomagno et al., 2014; Sapkota et al., 2014; Krishnaswamy et al., 2015). YTHDF2 expression is efficiently eliminated in the *Ythdf2* cKO retina compared with their littermate controls at E12.5 (Figure 2—figure supplement 1A) and E15.5 (Figure 2B). Retina progenitors, amacrine cells, bipolar cells, photoreceptors, horizontal cells, Müller glia, or astrocytes were not affected in *Ythdf2* cKO retina (Figure 2—figure supplement 1B-K; Figure 2—figure supplement 2A-D), suggesting that YTHDF2 is not involved in the generation or development of these cells. This is in line with the low or no YTHDF2 expression in these cells. The RGC number or density was not affected in the *Ythdf2* cKO retina (Figure 2C and D), demonstrating that *Ythdf2* knockout does not disturb RGC neurogenesis. We then cultured RGCs from the *Ythdf2* cKO retina. The dendrite branching of *Ythdf2* cKO RGCs was significantly increased compared with littermate controls (Figure 2E and F). RGCs include over 40 subtypes (Sanes and Masland, 2015; Baden et al., 2016). We thus examined the RGC dendrite branching within different subtypes. One of the RGC subgroups responds preferentially to movement in particular directions and is named the ON-OFF directionally selective RGCs (ooDSGCs). Expression of CART (cocaine- and amphetamine-regulated transcript), a neuropeptide, distinguishes ooDSGCs from other RGCs (Kay et al., 2011a). The dendrite branching of ooDSGCs marked by CART/Brn3a co-staining in *Ythdf2* cKO retinal cultures also increased compared with control (Figure 2G and H). These data further confirm that the m^6^A reader YTHDF2 regulates dendrite branching of RGCs.

**Figure 2.**
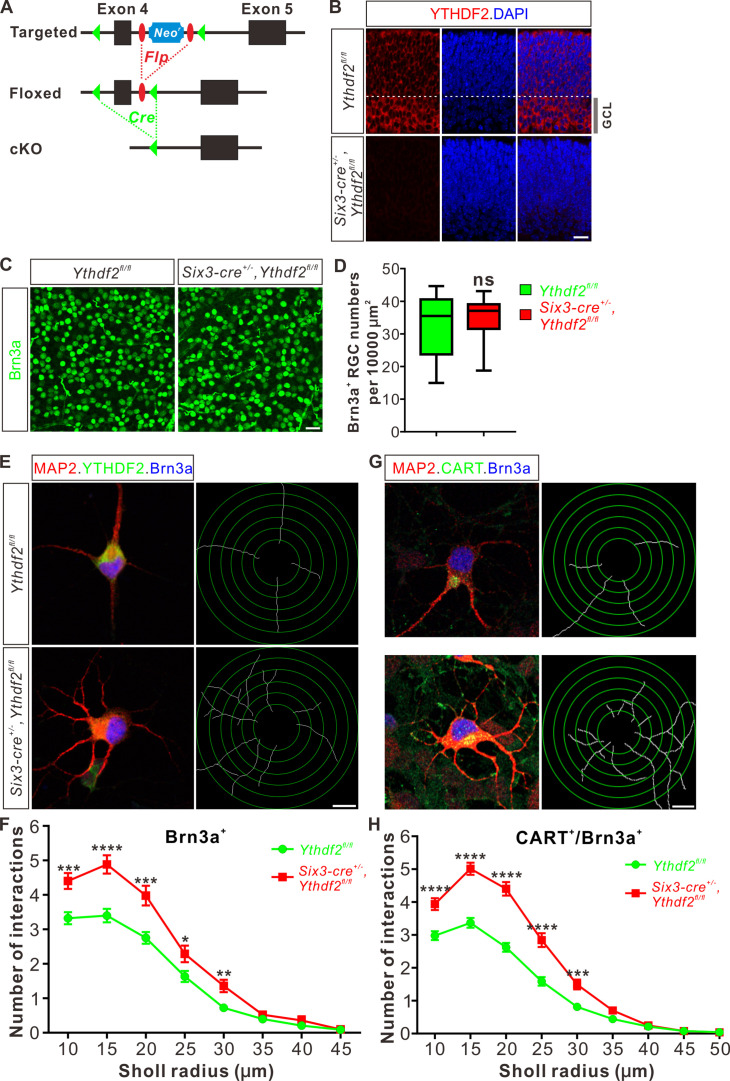
Dendrite branching is dramatically increased in cultured retinal ganglion cells (RGCs) from *Ythdf2* conditional knockout (cKO). (**A**) Schematic drawings of the genetic deletion strategy for *Ythdf2*. Exon 4 which contains YTH domain-coding sequence is deleted after Cre-mediated recombination. (**B**) Depletion of YTHDF2 protein in retina of *Six3-cre^+/-^;Ythdf2^fl/fl^* cKO mice. Anti-YTHDF2 immunostaining of E15.5 retina vertical sections confirmed cKO of YTHDF2 protein, compared with *Ythdf2^fl/fl^* littermate controls. Scale bar: 20 μm. (**C, D**) RGC neurogenesis not affected in the *Ythdf2* cKO retina. Wholemount immunostaining using a Brn3a antibody was carried out in P20 retina (**C**). Numbers of Brn3a^+^ RGC per 10,000 μm^2^ of retina were quantified and showed no difference between the *Ythdf2* cKO and their littermate controls (**D**). n = 12 confocal fields for each genotype. Data are represented as box and whisker plots: ns, not significant (p = 0.79); by unpaired Student’s *t* test. Scale bar: 25 μm. (**E**) Examination of RGC dendrite development in *Ythdf2* cKO RGCs. As shown, knockout of YTHDF2 was confirmed by YTHDF2 IF (green). Significantly increased branching of dendrites marked by MAP2 IF (red) was observed in cultured RGCs from the *Ythdf2* cKO retina compared with their littermate controls. Dendrite traces were drawn for the corresponding RGCs. Scale bar: 10 μm. (**F**) Quantification of RGC dendrite branching (**E**) using Sholl analysis. Data are mean ± SEM. Numbers of interactions are significantly greater in *Six3-cre^+/-^,Ythdf2^fl/fl^* groups (n = 68 RGCs) than *Ythdf2^fl/fl^* groups (n = 42 RGCs) in Sholl radii between 10 and 30 μm: ***p = 0.00030 (10 μm), ****p = 1.19E-05 (15 μm), ***p = 0.00018 (20 μm), *p = 0.021 (25 μm), **p = 0.0022 (30 μm), by unpaired Student’s *t* test. (**G**) Examination of CART^+^ (cocaine- and amphetamine-regulated transcript) RGC dendrite development in *Ythdf2* cKO RGCs. Cultured CART^+^ RGCs from the *Ythdf2* cKO retina have significantly increased branching of dendrites marked by MAP2 IF (red) compared with their littermate controls. Dendrite traces were drawn for the corresponding RGCs. Scale bar: 10 μm. (**H**) Quantification of CART^+^ RGC dendrite branching (**G**) using Sholl analysis. Data are mean ± SEM. Numbers of interactions are significantly greater in *Six3-cre^+/-^,Ythdf2^fl/fl^* groups (n = 77 RGCs) than *Ythdf2^fl/fl^* groups (n = 90 RGCs) in Sholl radii between 10 and 30 μm: ****p = 3.17E-05 (10 μm), ****p = 6.50E-11 (15 μm), ****p = 5.14E-12 (20 μm), ****p = 5.00E-07 (25 μm), ***p = 0.00020 (30 μm), by unpaired Student’s *t* test.

**Figure 2—figure supplement 1.**
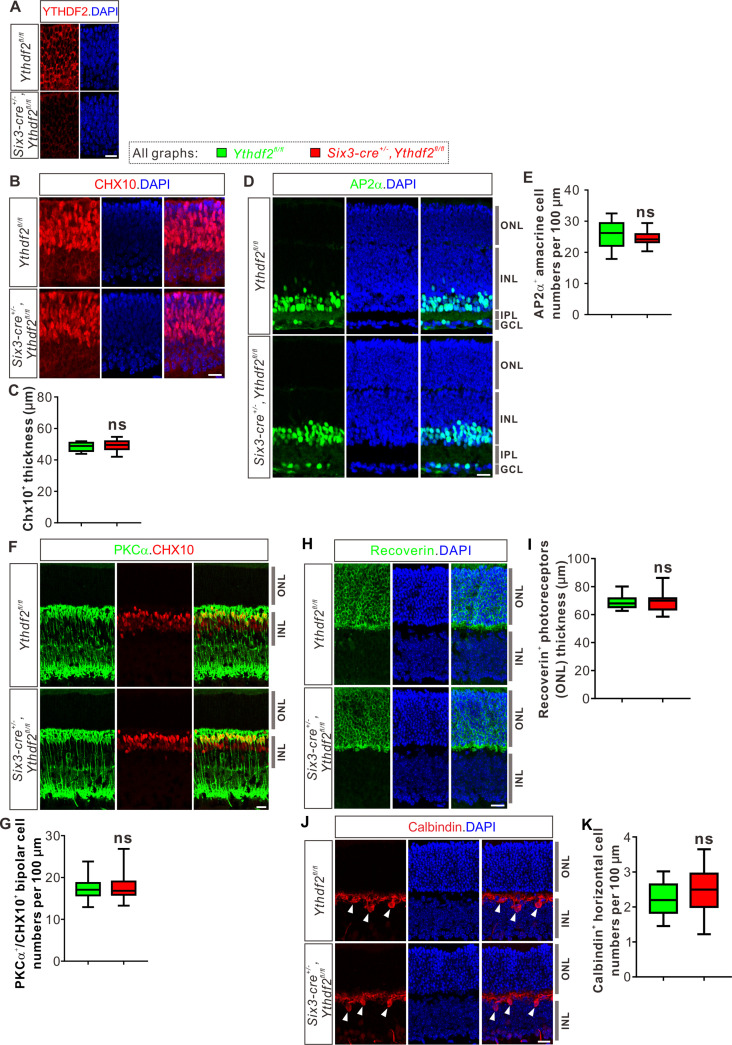
*Ythdf2* conditional knockout (cKO) does not change numbers of retinal progenitors, amacrine cells, bipolar cells, photoreceptors, or horizontal cells. (**A**) YTHDF2 protein was efficiently knocked out in the retinas of Six3-Cre-mediated *Ythdf2* cKO mice at E12.5. (**B, C**) Retinal progenitors not affected in *Ythdf2* cKO retina. CHX10 IF was used to label retinal progenitors at E15.5 (**B**). Thickness of CHX10^+^ retinal layer was quantified and showed no difference between the *Ythdf2* cKO retina (n = 10 sections) and their littermate controls (n = 19 sections) (**C**). (**D, E**) Amacrine cells not affected in the *Ythdf2* cKO retina. AP2α IF was used to mark amacrine cells in P6 retina (**D**). Numbers of AP2α^+^ amacrine cells per 100 μm of layer width in retina vertical sections were quantified and showed no difference between the *Ythdf2* cKO (n = 26 sections) and littermate controls (n = 26 sections) (**E**). ONL, outer nuclear layer; INL, inner nuclear layer; IPL, inner plexiform layer. (**F, G**) Bipolar cells not changed in the *Ythdf2* cKO retina. PKCα and CHX10 IF were used to label bipolar cells in P15 retina (**F**). Numbers of PKCα^+^/CHX10^+^ bipolar cells per 100 μm of layer width in retina vertical sections were quantified and showed no difference between the *Ythdf2* cKO (n = 18 sections) and littermate controls (n = 18 sections) (**G**). (**H, I**) Photoreceptors not changed in the *Ythdf2* cKO retina. Recoverin IF was used to label photoreceptors in P20 retina (**H**). Thickness of Recoverin^+^ photoreceptor layer (e.g. ONL) in the retinal vertical sections was quantified and showed no difference between the *Ythdf2* cKO (n = 34 confocal fields) and littermate controls (n = 30 confocal fields) (**I**). (**J, K**) Horizontal cells not affected in the *Ythdf2* cKO retina. Calbindin IF was used to mark horizontal cells in P20 retina (arrowheads in** J**). Numbers of Calbindin^+^ horizontal cells per 100 μm of layer width in retina vertical sections were quantified and showed no difference between the *Ythdf2* cKO (n = 17 sections) and littermate controls (n = 17 sections) (**K**). All quantification data are represented as box and whisker plots: ns, not significant; p = 0.41 for **C**, p = 0.16 for **E**, p = 0.82 for **G**, p = 0.89 for **I**, p = 0.19 for **K**; by unpaired Student’s *t* test. Scale bars: 20 μm.

**Figure 2—figure supplement 2.**
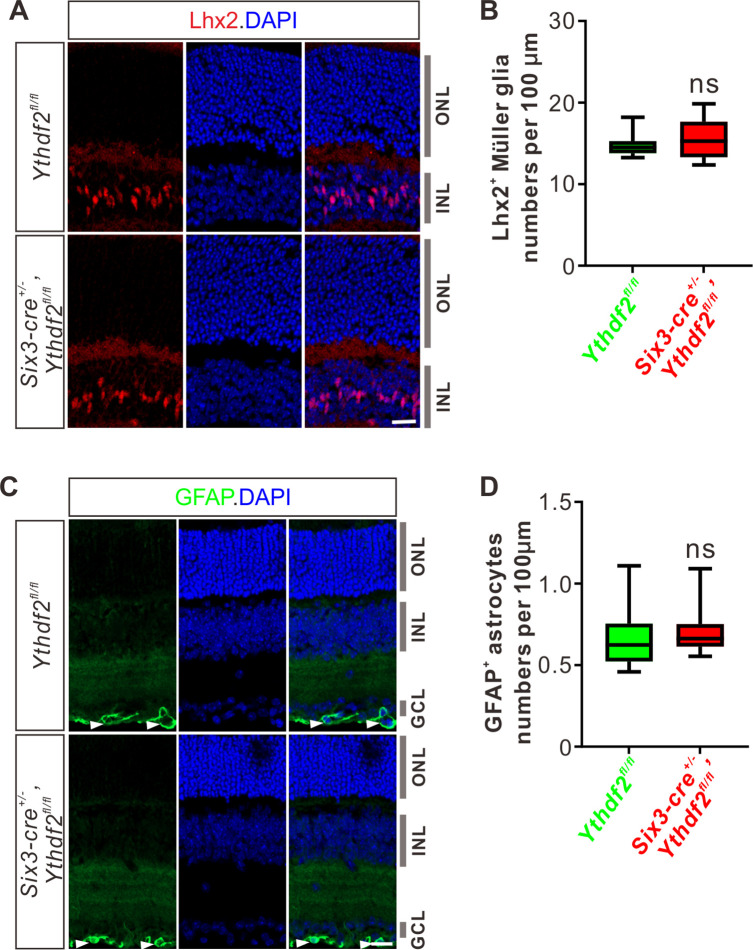
*Ythdf2* conditional knockout (cKO) does not change numbers of Müller glia or astrocytes. (**A, B**) Müller glia numbers not changed in the *Ythdf2* cKO retina. Lhx2 IF was used to label Müller glia in P20 retina (**A**). Numbers of Lhx2^+^ Müller glia per 100 μm of layer width in retina vertical sections were quantified and showed no difference between the *Ythdf2* cKO (n = 10 sections) and littermate controls (n = 9 sections) (**B**). Data are represented as box and whisker plots: ns, not significant; p = 0.69; by unpaired Student’s *t* test. (**C, D**) Astrocytes not affected in the *Ythdf2* cKO retina. GFAP IF was used to label astrocytes in P20 retina (arrowheads in **C**). Numbers of GFAP^+^ astrocytes per 100 μm of layer width in retina vertical sections were quantified and showed no difference between the *Ythdf2* cKO (n = 14 sections) and littermate controls (n = 13 sections) (**D**). Data are represented as box and whisker plots: ns, not significant; p = 0.23; by unpaired Student’s *t* test.

Next, we wanted to confirm this phenotype in vivo by checking specific RGC subtypes. Intravitreal injection of an AAV reporter expressing ZsGreen visualized the dendrite morphology of ooDSGCs marked by CART immunostaining (Figure 3A). ooDSGCs showed dramatically increased dendrite branching in *Ythdf2* cKO retina compared with control retina by Sholl analysis (Figure 3A and B). The intrinsically photosensitive RGCs (ipRGCs) are unique and melanopsin-expressing cells, which exhibit an intrinsic sensitivity to light (Hattar et al., 2002). We analyzed the morphology of ipRGCs visualized by wholemount immunostaining of melanopsin and found that the dendrite branching of ipRGCs was significantly increased in the *Ythdf2* cKO retina (Figure 3C and D; Figure 3—figure supplement 1A-E). A similar trend was observed in the SMI-32^+^αRGCs (Figure 3E and F). These results strongly indicate that the m^6^A reader YTHDF2 negatively regulates RGC dendrite branching in vivo and *Ythdf2* cKO promotes RGC dendrite arborization.

**Figure 3.**
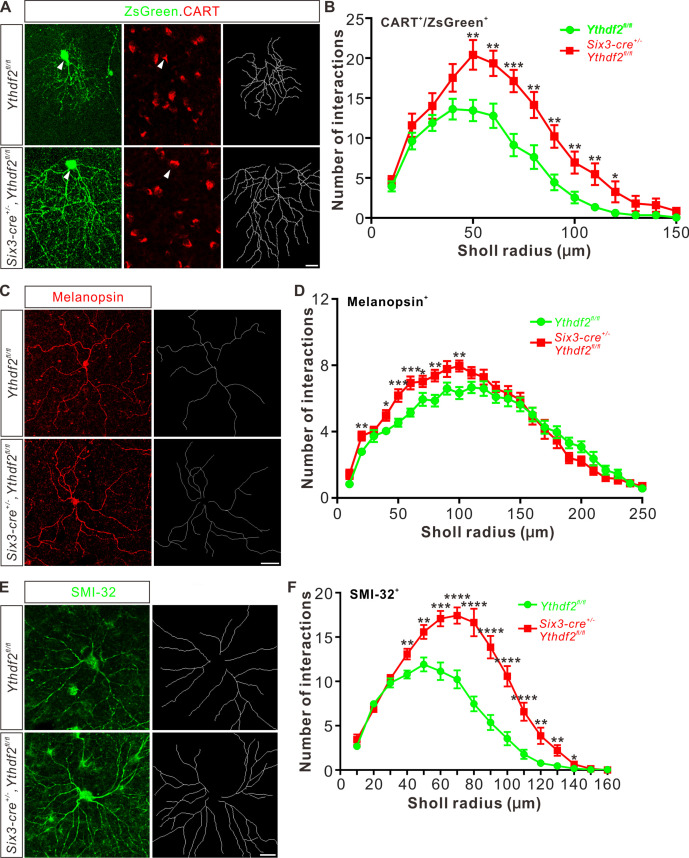
Dendrite branching of specific retinal ganglion cell (RGC) subtypes increases in *Ythdf2* conditional knockout (cKO) in vivo. (**A**) Co-labeling of ON-OFF directionally selective RGCs (ooDSGCs) by AAV-ZsGreen and CART (cocaine- and amphetamine-regulated transcript) IF in vivo. Intravitreal injection of AAV-expressing ZsGreen reporter was performed at P17 and retinas were collected at P27. The white arrowheads indicate ooDSGCs co-labeled by ZsGreen and CART IF, which show dramatically increased dendrite branching in *Ythdf2* cKO compared with control. Dendrite traces were drawn for the corresponding RGCs shown. Scale bar: 20 μm. (**B**) Quantification of dendrite branching of ZsGreen^+^/CART^+^ ooDSGCs (**A**) using Sholl analysis. Data are mean ± SEM. Numbers of interactions are significantly greater in *Six3-cre^+/-^,Ythdf2^fl/fl^* groups (n = 15 RGCs) than *Ythdf2^fl/fl^* groups (n = 18 RGCs) in Sholl radii between 50 and 120 μm: **p = 0.0041 (50 μm), **p = 0.0059 (60 μm), ***p = 0.00036 (70 μm), **p = 0.0058 (80 μm), **p = 0.0018 (90 μm), **p = 0.0064 (100 μm), **p = 0.0045 (110 μm), *p = 0.040 (120 μm), by unpaired Student’s *t* test. (**C**) Dendrites of intrinsically photosensitive RGCs (ipRGCs) visualized by wholemount immunostaining of P20 retina using a melanopsin antibody in vivo. Dendrite traces were drawn for the corresponding RGCs shown. Scale bar: 50 μm. (**D**) Quantification of dendrite branching of melanopsin^+^ ipRGCs (**C**) using Sholl analysis. Data are mean ± SEM. Numbers of interactions are significantly greater in *Six3-cre^+/-^,Ythdf2^fl/fl^* groups (n = 18 RGCs) than *Ythdf2^fl/fl^* groups (n = 21 RGCs) in Sholl radii between 20 and 100 μm: **p = 0.0083 (20 μm), *p = 0.018 (40 μm), ***p = 0.00068 (50 μm), ***p = 0.00027 (60 μm), *p = 0.048 (70 μm), **p = 0.0048 (80 μm), **p = 0.0023 (100 μm), by unpaired Student’s *t* test. (**E**) Dendrites of αRGCs visualized by wholemount immunostaining of P20 retina using an SMI-32 antibody in vivo. Dendrite traces were drawn for the corresponding RGCs shown. Scale bar: 20 μm. (**F**) Quantification of dendrite branching of SMI-32^+^αRGCs (**E**) using Sholl analysis. Data are mean ± SEM. Numbers of interactions are significantly greater in *Six3-cre^+/-^,Ythdf2^fl/fl^* groups (n = 14 RGCs) than *Ythdf2^fl/fl^* groups (n = 22 RGCs) in Sholl radii between 40 and 140 μm: **p = 0.0044 (40 μm), **p = 0.0035 (50 μm), ***p = 0.00021 (60 μm), ****p = 2.63E-05 (70 μm), ****p = 2.38E-06 (80 μm), ****p = 1.68E-06 (90 μm), ****p = 6.76E-06 (100 μm), ****p = 5.72E-05 (110 μm), **p = 0.0011 (120 μm), **p = 0.0032 (130 μm), *p = 0.047 (140 μm), by unpaired Student’s *t* test.

**Figure 3—figure supplement 1.**
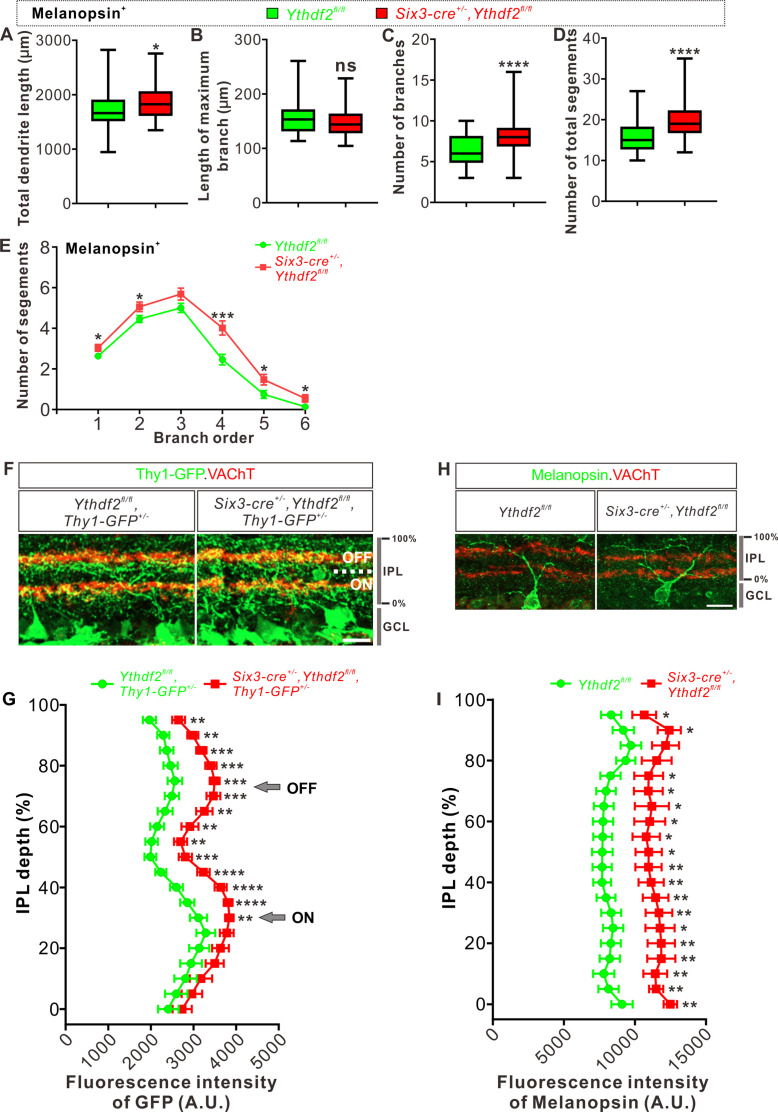
General dendrite density in inner plexiform layer (IPL) is increased without affecting sublaminar targeting. (**A–E**) Quantification of total length (**A**), length of maximum branch (**B**), branch numbers (**C**), number of total segments (**D**), and numbers of segments on each branch order (**E**) of melanopsin^+^ intrinsically photosensitive retinal ganglion cells (ipRGCs) dendrites visualized by wholemount immunostaining of P20 retina using a melanopsin antibody in vivo (shown in Figure 3C). Data are represented as box and whisker plots in **A–D**: n = 58 RGCs for *Ythdf2^fl/fl^*, n = 51 RGCs for *Six3-cre^+/-^,Ythdf2^fl/fl^*; *p = 0.040 for **A**; p = 0.12 for **B**; ****p = 1.39E-06 for **C**; *p = 7.89E-08 for **D**; ns, not significant. Data are mean ± SEM in **E** *p = 0.038 (branch order 1), *p = 0.039 (branch order 2), ***p = 0.00045 (branch order 4), *p = 0.026 (branch order 5), *p = 0.029 (branch order 6). All by unpaired Student’s *t* test. (**F**) Cross-sections of the IPL showing dendritic sublaminar patterning of Thy1-GFP^+^ RGCs in P20 control and *Ythdf2* conditional knockout (cKO) retina. ON and OFF refer to the ON-OFF bipartite divisions of the IPL marked by VAChT. Scale bar: 20 μm. (**G**) Quantification and distribution of GFP intensities from Thy1-GFP^+^ RGC dendrites through the depth of IPL shown in (**F**). GFP IF intensities are increased for the 30–95% depth of IPL in the *Ythdf2* cKO retina compared with their littermate controls, but the general patterning is similar between the two genotypes. Data are mean ± SEM (n = 13 sections for each genotype): **p = 0.0039 (95%), **p = 0.0014 (90%), ***p = 0.00049 (85%), ***p = 0.00020 (80%), ***p = 0.00018 (75%), ***p = 0.00036 (70%), **p = 0.0018 (65%), **p = 0.0067 (60%), **p = 0.0040 (55%), ***p = 0.00057 (50%), ****p = 3.48E-05 (45%), ****p = 4.76E-05 (40%), ****p = 6.85E-05 (35%), **p = 0.0034 (30%), by unpaired Student’s *t* test. Arrows indicate peaks of VAChT signals. (**H**) Cross-sections of the IPL showing dendritic sublaminar patterning of melanopsin^+^ ipRGCs in P20 control and *Ythdf2* cKO retina. Scale bar: 20 μm. (**I**) Quantification and distribution of melanopsin IF intensities from melanopsin^+^ ipRGC dendrites through the depth of IPL shown in (**H**). Melanopsin IF intensities are increased in the *Ythdf2* cKO retina compared with their littermate controls, but the general patterning is similar between the two genotypes. Data are mean ± SEM (n = 11 neurons for control, n = 8 neurons for *Ythdf2* cKO): *p = 0.049 (95%), *p = 0.010 (90%), *p = 0.039 (75%), *p = 0.022 (70%), *p = 0.019 (65%), *p = 0.018 (60%), *p = 0.016 (55%), *p = 0.013 (50%), **p = 0.0095 (45%), **p = 0.0044 (40%), **p = 0.0053 (35%), **p = 0.0091 (30%), *p = 0.014 (25%), **p = 0.0074 (20%), **p = 0.0071 (15%), **p = 0.0053 (10%), **p = 0.0025 (5%), **p = 0.0029 (0%), by unpaired Student’s *t* test.

In the retina, RGCs target their dendrites in different sublaminae of the inner plexiform layer (IPL). Since the IPL sublaminar targeting of RGC dendrites is critical for normal visual functions, we wondered whether the increased dendrite branching caused by *Ythdf2* cKO was also accompanied by altered sublaminar patterning of RGC dendrites. We used a *Thy1-GFP* reporter (line O) which labels a few RGCs (Feng et al., 2000). As shown in Figure 3—figure supplement 1F,G, GFP intensity is generally higher in IPL of the *Ythdf2* cKO retina compared with their littermate controls, which further proves the increased RGC dendrite branching and density. However, the sublaminar pattern of GFP signals looks similar between cKO and littermate control (Figure 3—figure supplement 1F,G). Sublaminar dendrite patterning of the ipRGC subtype visualized by immunostaining of melanopsin also demonstrated the similar phenotype (Figure 3—figure supplement 1H,I). These data suggest that YTHDF2 has a general control of RGC dendrite branching but has no striking effect on the sublaminar targeting of RGC dendrite. These results are consistent with the previous findings that the RGC dendrite targeting is determined genetically and several transcription factors controlling laminar choice have been identified in RGCs and amacrine cells (Cherry et al., 2011; Kay et al., 2011b; Lefebvre et al., 2015; Liu et al., 2018).

### IPL of *Ythdf2* cKO retina is thicker and has more synapses

The increased dendrite branching of RGCs further prompted us to check whether *Ythdf2* cKO changes IPL development. Immunostaining of P6 retina vertical sections using a MAP2 antibody demonstrated that IPL thickness significantly increased in *Ythdf2* cKO retina (Figure 4A and B). As a control, the thicknesses of other retinal layers showed no difference between the *Ythdf2* cKO and control mice (Figure 4—figure supplement 1A*-D*). Quantification of MAP2 IF intensity in IPL suggested that the IPL of *Ythdf2* cKO retina became denser with dendrites (Figure 4A and C). These results suggest that the increased dendrite branching results in a thicker and denser IPL in the *Ythdf2* cKO retina.

**Figure 4.**
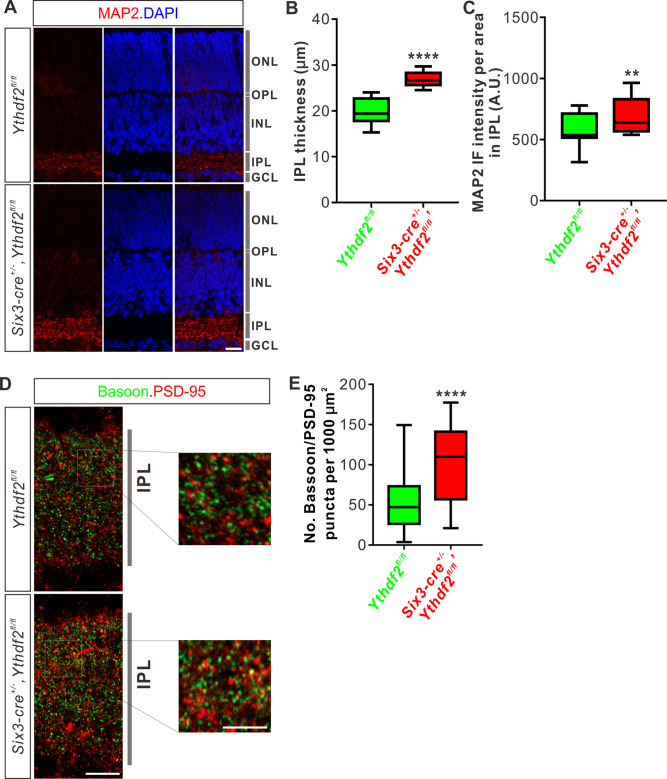
Inner plexiform layer (IPL) of the *Ythdf2* conditional knockout (cKO) retina is thicker and has more synapses. (**A**) Cross-sections of P6 *Six3-cre^+/-^,Ythdf2^fl/fl^* retina showing increased IPL thickness by MAP2 staining compared with littermate control. ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, granule cell layer. Scale bar: 20 μm. (**B, C**) Quantification showing increased IPL thickness and MAP2 IF intensity per area in IPL of the *Ythdf2* cKO retina (**A**). Quantification data are represented as box and whisker plots: ****p = 1.28E-07 for **B** (n = 12 sections for each genotype), by unpaired Student’s *t* test; **p = 0.0045 for **C** (n = 12 sections for each genotype), by paired Student’s *t* test. (**D, E**) Representative confocal images showing the excitatory synapses labeled by colocalization of Bassoon (presynaptic) and PSD-95 (postsynaptic) in the IPL of P30 retina (**D**). There are significantly more synapses in the *Ythdf2* cKO IPL compared with control. Quantification data are represented as box and whisker plots (**E**): n = 47 confocal fields for *Ythdf2^fl/fl^*, n = 23 confocal fields for *Six3-cre^+/-^,Ythdf2^fl/fl^*; ****p = 1.63E-05; by unpaired Student’s *t* test. Scale bars: 10 μm (**D**) and 5 μm (inset in **D**).

**Figure 4—figure supplement 1.**
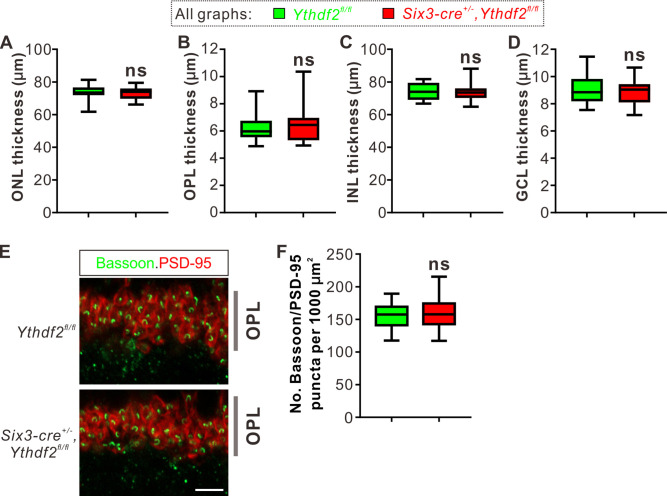
Thickness or synapse numbers in outer plexiform layer (OPL) shows no difference between the *Ythdf2* conditional knockout (cKO) and control retinas. (**A–D**) Quantification of the thickness of different layers by MAP2/DAPI IF in P6 *Ythdf2* cKO and control retinas as shown in Figure 4A. Data are represented as box and whisker plots: n = 14 sections for each genotype; p = 0.60 for ONL in **A**, p = 0.61 for OPL in **B**, p = 0.84 for INL in **C**, p = 0.62 for granule cell layer (GCL) in **D**; ns, not significant; by unpaired Student’s *t* test. (**E, F**) Representative confocal images showing the excitatory ribbon synapses labeled by colocalization of Bassoon (presynaptic) and PSD-95 (postsynaptic) in the OPL of P30 retina (**E**), which shows no difference between *Ythdf2* cKO and control. Quantification data are represented as box and whisker plots (**F**): n = 39 confocal fields for *Ythdf2^fl/fl^*, n = 36 confocal fields for *Six3-cre^+/-^,Ythdf2^fl/fl^;* p = 0.66; ns, not significant; by unpaired Student’s *t* test. Scale bar: 5 μm.

The IPL of retina is concentrated with synaptic connections, which contain synapses among and between bipolar-amacrine-ganglion cells. The increased RGC dendrite branching and denser IPL in the *Ythdf2* cKO retina prompted us to wonder whether there are changes in synaptic connections in IPL. We used co-staining of the presynaptic marker Bassoon and the postsynaptic marker PSD-95 to count the colocalization puncta of Bassoon^+^/PSD-95^+^. We found that the numbers of Bassoon^+^/PSD-95^+^ excitatory synapses in IPL of *Ythdf2* cKO retina are significantly larger than that of control retina (Figure 4D and E). As a control, the numbers of the excitatory ribbon synapses marked by the colocalization of Bassoon^+^/PSD-95^+^ in OPL (outer plexiform layer) show no difference between *Ythdf2* cKO and control retinas (Figure 4—figure supplement 1E,F).

All these data verify that the IPL of *Ythdf2* cKO retina is thicker and has more synapses.

### Visual acuity is improved for the *Ythdf2* cKO mice

The features of RGC dendrites, including their size, shape, arborization pattern, and localization, influence the amount and type of synaptic inputs that RGCs receive, which in turn determine how RGCs respond to specific visual stimuli such as the direction of motion (Liu and Sanes, 2017). The increased dendrite branching, the thicker and denser IPL, and the more synapses in the IPL inspired us to further explore whether the visual responses of the *Ythdf2* cKO mice were changed or not. *Ythdf2* cKO mice looked normal and had similar body weight and size compared with control mice for either sex (male in Figure 5A and B; female in Figure 5C and D). The generally normal development of *Ythdf2* cKO mice is consistent with the specific and limited expression of *Six3-cre* in retina (Figure 5—figure supplement 1A), and only sparse spots in ventral forebrain (Figure 5—figure supplement 1B; Furuta et al., 2000). We used an optomotor response (OMR)-based assay (Prusky et al., 2004; Umino et al., 2008; Shi et al., 2018) to monitor visual functions of *Ythdf2* cKO mice (Figure 5E). Surprisingly, the *Ythdf2* cKO mice showed modestly improved visual acuity compared with the control mice, measuring spatial frequency threshold as 0.45 ± 0.0043 c/deg (cycle per degree) and 0.43 ± 0.0085 c/deg, respectively (Figure 5F, male mice). Similar phenotype was observed in female mice (Figure 5G). These results suggest that the visual acuity is modestly improved in the *Ythdf2* cKO mice.

**Figure 5.**
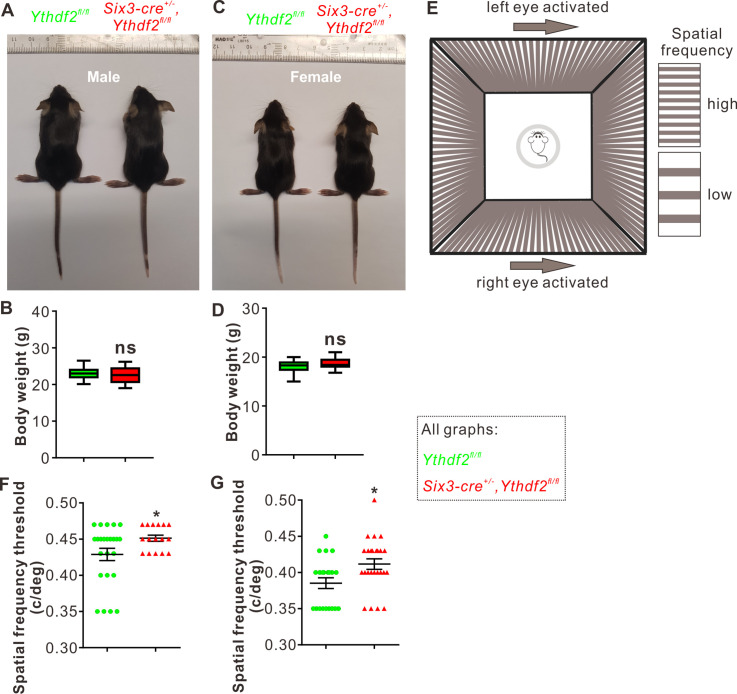
Visual acuity is improved for the *Ythdf2* conditional knockout (cKO) mice. (**A–D**) Six3-Cre-mediated *Ythdf2* cKO showing normal animal development and body weight (male in **A**, female in **C**). Quantification data of body weight (**B, D**) are represented as box and whisker plots: p = 0.41 in **B** (male, n = 24 for control, n = 18 for cKO); *P* = 0.08 in **D** (female, n = 23 for control, n = 25 for cKO); ns, not significant; by unpaired Student’s *t* test. (**E**) The setup of optomotor response assay is illustrated by schematic drawing. (**F, G**) Optomotor response assay demonstrating improved visual acuity in the *Ythdf2* cKO mice. Quantification data are mean ± SEM: *p = 0.048 in **F** (male, n = 24 control, n = 16 cKO); *p = 0.015 in **G** (female, n = 21 control, n = 25 cKO); by unpaired Student’s *t* test.

**Figure 5—figure supplement 1.**
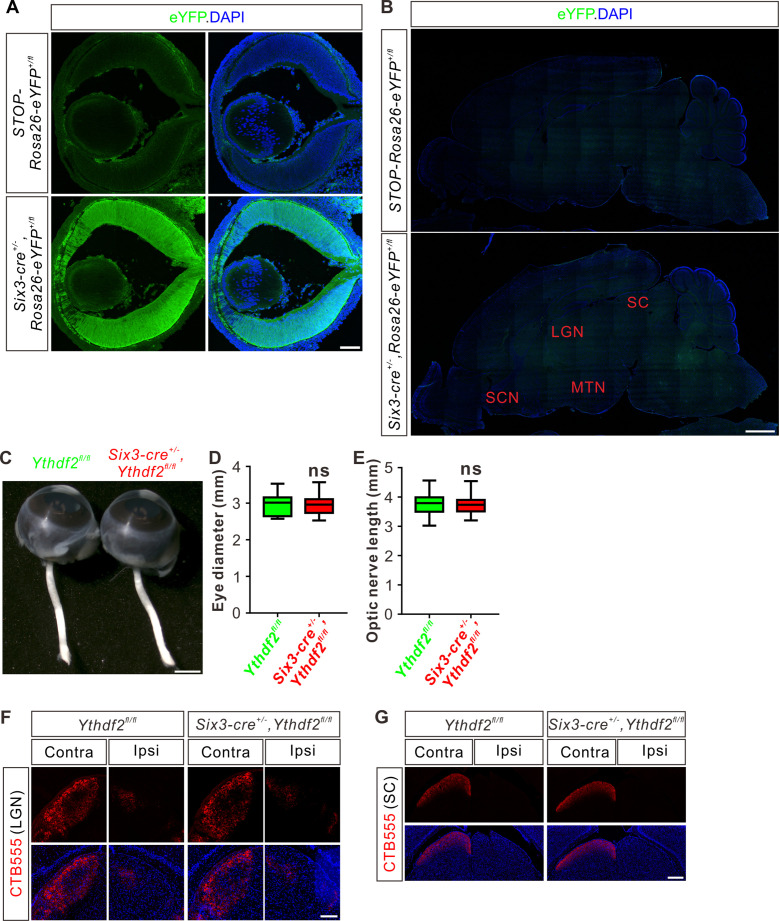
Guidance or central targeting of optic nerves is not affected in Six-Cre-mediated *Ythdf2* conditional knockout (cKO). (**A**) Cross-sections of E14.5 retina showing strong expression of Six3-Cre using an eYFP reporter. Scale bar: 100 μm. (**B**) Sagittal sections of P10 brain showing negligible expression of Six3-Cre in the potential retinal ganglion cell (RGC) target regions in the brain. SCN, suprachiasmatic nucleus; LGN, lateral geniculate nucleus; MTN, medial terminal nucleus; SC, superior colliculus. Scale bar: 1 mm. (**C–E**) Normal eye diameter and optic nerve length. Quantification data (**D, E**) are represented as box and whisker plots: p = 0.80 (n = 31 for each genotype in **D**); p = 0.99 (n = 31 for each genotype in **E**); ns, not significant; by unpaired Student’s *t* test. Scale bar: 1 mm. (**F, G**) Representative images of coronal sections through the LGN (**F**) and SC (**G**) after unilateral injection of cholera toxin subunit B (CTB)-Alexa Fluor 555 at P37 in *Ythdf2* cKO and control mice. Projections to the contralateral (Contra), ipsilateral (Ipsi) LGN and contralateral (Contra) SC are visible, which shows no difference between *Ythdf2* cKO and control mice. Scale bars: 100 μm (**F**) and 200 μm (**G**).

This phenotype is most likely attributed to the increased RGC dendrite branching and thicker and denser IPL with more synapses because all other parts and processes of retina are not affected except RGC dendrite in the *Ythdf2* cKO mediated by *Six3-cre* (Figure 2—figure supplement 1 and Figure 4—figure supplement 1). The eyes and optic fibers also showed no difference between *Ythdf2* cKO and control mice (Figure 5—figure supplement 1C-E). We further checked the targeting of optic nerves to the brain by anterograde labeling with cholera toxin subunit B (CTB) and found no difference of retinogeniculate or retinocollicular projections between *Ythdf2* cKO and control mice (Figure 5—figure supplement 1F, G), suggesting the guidance and central targeting of RGC axons are not affected in the *Ythdf2* cKO.

### YTHDF2 target mRNA were identified with transcriptomic and proteomic analysis

Next, we continued to explore the underlying molecular mechanisms of the effects on dendrite branching caused by *Ythdf2* cKO in the retina. First, we wanted to know what transcripts YTHDF2 recognizes and binds. 

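Transcripts bound by YTHDF2 were searched for in P0 retinas of wild-type C57BL/6 mice by RNA immunoprecipitation (RIP), in which an antibody pulls down a protein together with the RNA it holds and the RNA is then sequenced. The retinas were dissociated with papain, and 2 biological replicates each gave a library of RNA taken before the pulldown (input) and a library of RNA recovered with anti-YTHDF2 antibody (RIP). The paper's methods also name a pulldown with control IgG, which was not analysed here. The authors deposited the number of reads on each of 52550 genes, not normalized and not pooled over replicates, together with FPKM values for the same genes. The paper's key resources table names the aligner STAR and the counting tool HTSeq without tying them to an experiment, the genome build is not stated, and the analysis of the reads is referred to an earlier study. Total counts were 39499994 and 36236531 in input replicates 1 and 2, and 19530226 and 24903212 in RIP replicates 1 and 2. Much of this depth fell on AY036118 and CT010467.1, overlapping genes on chromosome 17 of which the latter is annotated as ribosomal RNA. They took 55.5% and 55.0% of the counts in the inputs and 85.3% and 87.8% in the RIP libraries. Mitochondrially encoded genes took another 18.6% and 19.4% of the input counts but 0.578% and 0.522% of the RIP counts. Protein-coding genes, on which the statements about mRNA rest, kept 4088424 and 4175459 counts in the inputs and 2203538 and 2083594 in the RIP libraries. These counts include mitochondrially encoded mRNA, so that nuclear mRNA had fewer, above all in the inputs. Of these, *mt-Atp6* alone had 63963 and 88009 counts in the inputs and 240 and 239 in the RIP libraries. Because such abundant RNAs differ in share between input and RIP, a fold change depends on how the libraries are scaled. Counts were scaled here by edgeR's TMM method, with factors of 0.845 and 0.948 for the inputs and 1.29 and 0.966 for the RIP libraries, so that a fold change is relative to the bulk of the tested transcripts and is not an amount of RNA bound. Across the 6858 genes with at least 50 counts in every library, log2 CPM (counts scaled by library size and TMM factor) of the inputs had a Pearson r of 0.860 and those of the RIP libraries one of 0.967, genes not being independent replicates. Replicates of both kinds differed by more than the sampling noise of their counts, with a chi-square per degree of freedom of 167 between the inputs and 22.6 between the RIP libraries. RIP was compared with input by edgeR's quasi-likelihood test over the 13632 genes that passed its filterByExpr step. A transcript was called enriched at a log2 fold change of at least 1 and an unadjusted p below 0.05. These limits were read from the paper's Supplementary file 1, whose lowest log2 fold change is 1.00 and whose highest P is 0.0500 by the paper's values. With 2 libraries against 2, an exact permutation test of a single transcript cannot give a two-sided p under 0.333, so that every call leans on the spread that the model shares across genes.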

We carried out anti-YTHDF2 RNA immunoprecipitation (RIP) in the retina followed by RNA sequencing of the elute (RIP-Seq). Two biological replicates of anti-YTHDF2 RIP-Seq identified 1638 transcripts (Supplementary file 1). 

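Of the 13632 transcripts tested, 1286 were called enriched in the anti-YTHDF2 RIP and 2344 were called depleted at the mirrored limits. After Benjamini-Hochberg adjustment of the quasi-likelihood p-values, 474 enriched and 1333 depleted transcripts had an adjusted p below 0.05. The replicates taken one by one gave 892 transcripts with a log2 ratio of RIP to input of at least 1 in both. The enriched transcripts comprised 1229 from protein-coding genes, 14 from antisense genes and 8 from processed pseudogenes. Antisense genes and pseudogenes are uncertain, since the counting could have assigned them reads of the opposite strand or of their parent genes. Reads shared by copies were counted more than once in at least 1 case. *Rnu1b1* and *Rnu1b2* had the same counts in every library, 1720 and 1372 in the inputs and 37 and 41 in the RIP libraries. On log2(FPKM + 1) values tested with limma, the number of enriched transcripts was 386. Scaling by library size alone gave 2357 enriched transcripts, or 57.7% of the transcripts called in either direction, against 35.4% with TMM factors. With the replicate number as a term in the model, 721 enriched transcripts passed the adjusted threshold in place of 474. Of the 1638 transcripts in the paper's list, 1575 passed the filter on low counts and 63 did not. Each of the 1575 had a log2 fold change above 0, and 1264 of them were called enriched, 473 with an adjusted p below 0.05. Among the others, 135 missed the fold change limit alone, 96 missed the p limit alone and 80 missed both. Only 22 enriched transcripts lay outside the paper's list. Across the 1575 transcripts, log2 fold changes had a Pearson r of 0.940 with the paper's values, and their median difference from them was -0.09. The paper names the transcripts of its list YTHDF2 RIP targets and carries them into the functional annotation.

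**Figure D1:**
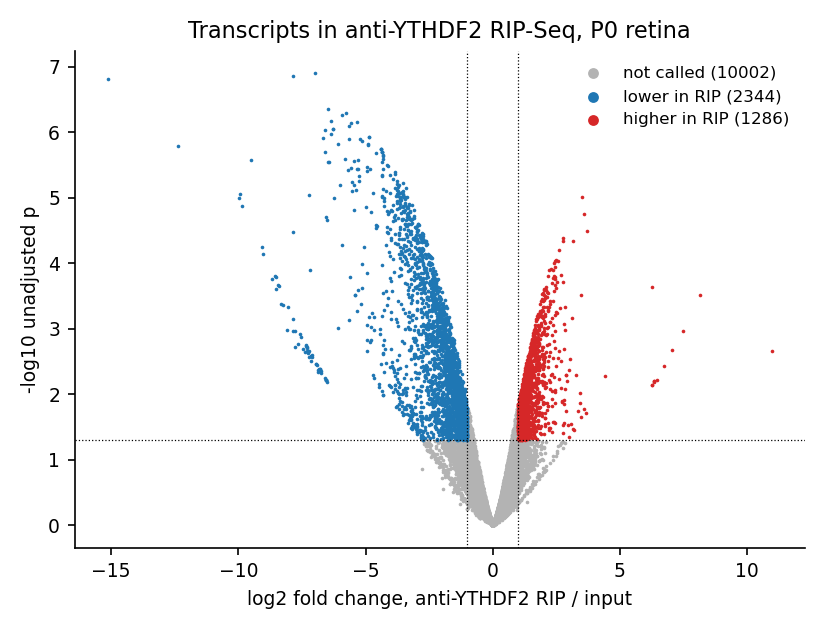
Each point is 1 of the 13632 tested transcripts, with its log2 fold change between anti-YTHDF2 RIP and input (2 libraries each) on the x axis and -log10 of the unadjusted p of edgeR's quasi-likelihood test on the y axis. Dotted lines mark the limits; the 1286 red points were called higher in the RIP and the 2344 blue points lower.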

Functional annotation of YTHDF2 RIP targets revealed significant enrichment in cellular component terms such as neuron part and neuron projection, and biological process terms such as cellular component organization and neuron projection development. We further zoomed in to check neural terms in cellular component (Figure 6A) and biological process (Figure 6B). We found that substantial numbers of YTHDF2 target transcripts are involved in cytoskeleton, dendrite, and their organization and development (Figure 6A and B), which is consistent with the dendrite branching phenotype observed in the *Ythdf2* cKO retina.

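Gene Ontology tables were not used here, and the terms of Figure 6A and B were approached with hand-written gene lists for dendrite development, cytoskeleton and synapse. Among 72 tested transcripts of the dendrite development list, 15 (20.8%) were enriched in the RIP, against 9.43% of all tested transcripts (Fisher's exact test, one-sided, odds ratio 2.54, p = 0.00257). Another 1 was depleted. The paper's list of targets also holds 15 transcripts of this gene list. The median log2 fold change of the dendrite development list lay 0.50 above that of the other tested transcripts (adjusted p = 0.00154 over 12 lists, camera with a preset correlation between genes), and 53 of the 72 transcripts were above 0. The ratios of RIP to input put it 0.61 higher in replicate 1 and 0.38 higher in replicate 2. This list did not pass the threshold with fry (adjusted p = 0.0790) or with a correlation estimated from the libraries (adjusted p = 0.275). Its transcripts are long, with a median of 7116 nt against 3589 nt for all tested protein-coding transcripts. In what was left of the fold changes after a smooth trend on length and expression, the difference was 0.12 (adjusted p = 0.536, camera). For the cytoskeleton list, 19 of 146 transcripts (13.0%) were enriched and 25 were depleted (odds ratio 1.44 for enrichment, p = 0.0932, Fisher's exact test). Its median was 0.16 above the other transcripts (adjusted p = 0.431, camera), and 0.0019 above them without input replicate 1. The synapse list had 11 enriched and 7 depleted transcripts among 76 (odds ratio 1.63, Fisher's exact test p = 0.0996). Its median difference of 0.19 (adjusted p = 0.0611, camera) rested on single input libraries, being 0.0013 without input replicate 1 and 0.54 without input replicate 2. Without a filter on low counts it was 0.40 and passed the threshold (adjusted p = 0.00808). The paper regards the number of target transcripts with cytoskeleton and dendrite terms as compatible with the dendrite branching phenotype of the *Ythdf2* cKO retina.

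**Figure D2:**
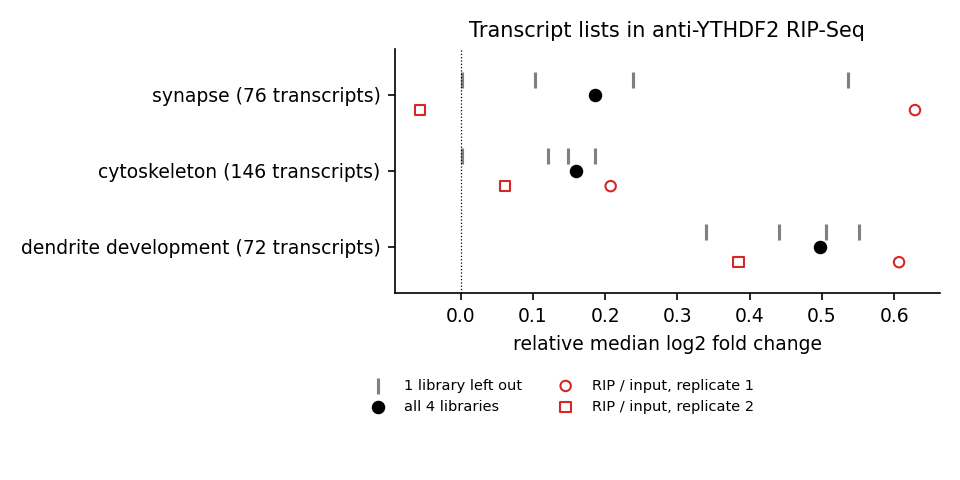
Relative median log2 fold change (RIP against input) on the x axis, the median of a list minus that of the other tested transcripts, for the 3 lists on the y axis. Black points use all 4 libraries, grey bars leave out 1 library each, and red symbols are the ratios of RIP to input in replicates 1 and 2; all values of the dendrite development list are above 0, between 0.34 and 0.61.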

**Figure 6.**
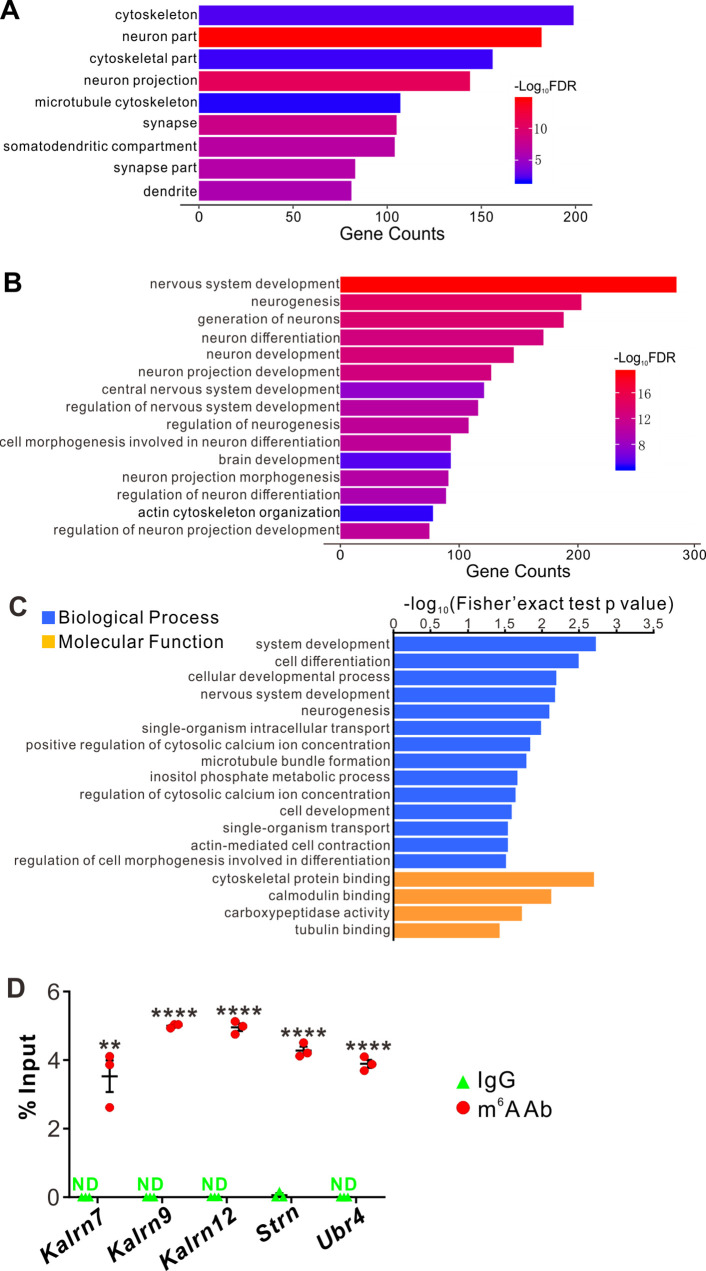
YTHDF2 target mRNAs were identified with transcriptomic and proteomic analysis. (**A, B**) Gene Ontology (GO) analysis of YTHDF2 target transcripts identified by anti-YTHDF2 RNA immunoprecipitation (RIP) in the retina followed by RNA sequencing (RIP-Seq). Neural terms were picked out in cellular component (**A**) and biological process (**B**). (**C**) GO analysis of proteins which are upregulated after YTHDF2 knockodwn (KD) by mass spectrometry (MS). (**D**) Verification of *N*^6^-methyladenosine (m^6^A) modification of YTHDF2 target mRNAs by anti-m^6^A pulldown followed by RT-qPCR. ND, not detected. Data are mean ± SEM and are represented as dot plots (n = 3 replicates): **p = 0.0016 for *Kalrn7*; ****p = 1.40E-08 for *Kalrn9*; ****p = 1.46E-06 for *Kalrn12*; ****p = 5.46E-06 for *Strn*; ****p = 4.90E-06 for *Ubr4*; by unpaired Student’s *t* test.

The working model for YTHDF2 is that it binds and destabilizes its m^6^A-modified target transcripts (Wang et al., 2014). Since the destabilization of mRNAs will eventually decrease their protein levels, we carried out proteome analysis using mass spectrometry (MS) in acute sh*Ythdf2*-mediated KD of cultured RGCs, in order to identify directly affected targets. Three biological replicates of YTHDF2 KD followed by MS (YTHDF2 KD/MS) identified 114 proteins which were upregulated by YTHDF2 KD (Supplementary file 2). Functional annotation of these proteins revealed significant enrichment in neuron development- and cytoskeleton-related terms (Figure 6C), which is similar to anti-YTHDF2 RIP-Seq results.

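The RIP results were set against the 114 proteins of Supplementary file 2 by gene name, which matched 111 of them to tested transcripts. Of these 111 transcripts, 11 (9.91%) were enriched in the RIP, close to the 9.43% of all tested transcripts (Fisher's exact test, one-sided, odds ratio 1.06, p = 0.479). In 10000 random lists of 111 transcripts with similar expression, 13.2 were enriched on average. With DESeq2 in place of edgeR, whose 23345 tested genes include many with few counts, the odds ratio was 2.00 (p = 0.0311, one-sided exact test). The paper's Supplementary files 1 and 2 share 15 genes, and all 15 had a log2 fold change above 0, from 0.85 to 1.97. At the limits on fold change and unadjusted p, 11 of the 15 were enriched. Under the other alternatives set beforehand this number ran from 5 on log2(FPKM + 1) to 15 with library size alone. With trends on GC content and length taken out, chosen after the data were seen, it was 5. By edgeR's quasi-likelihood test, 6 of the 15 had an adjusted p below 0.05 over all genes tested (from 4 to 7 under the other alternatives set beforehand, limma and DESeq2 included) and 12 adjusted over the list alone. Since the paper picked these genes on the same libraries, the latter is not independent evidence. Coordinates of the genes that the paper names are given on GRCm38 from the GENCODE M21 annotation. *Kalrn* (ENSMUSG00000061751) lies on the minus strand of chromosome 16 from 33969073 to 34573532 and has 21 annotated transcripts, which the counts per gene do not separate. It had 188 and 257 counts in input replicates 1 and 2 and 314 and 302 counts in RIP replicates 1 and 2. Its normalized level was 6.56 ± 1.31 CPM (SD, n = 2) in the inputs and 12.5 ± 0.0774 in the RIP libraries. The log2 fold change of *Kalrn* was 0.93 (standard error 0.346, unadjusted p = 0.0262, adjusted p = 0.114), under the limit of 1. It passed both limits when libraries were scaled by library size alone, at 1.25, or when no filter on low counts was used, at 1.00. Other alternatives put *Kalrn* lower, at 0.82 with TMM without small RNA and mitochondrial genes and at 0.37 on log2(FPKM + 1). With trends on GC content and length taken out, an alternative chosen after the data were seen, it was at 0.30. *Strn* (ENSMUSG00000024077) lies on the minus strand of chromosome 17 from 78649913 to 78737196 and had 596 and 453 counts in the RIP libraries. The inputs were further apart, with 89 and 324 counts. Its log2 fold change of 1.81 (standard error 0.551, adjusted p = 0.0646) was enriched by the unadjusted p of 0.0101 and missed the adjusted threshold, which it passed with the replicate block at 2.05 (adjusted p = 0.0013), and was 2.99 without input replicate 2 and 1.17 without input replicate 1. The log2 ratios of RIP to input for *Strn* were 3.14 in replicate 1 and 0.99 in replicate 2. The small p with the block therefore does not come from replicates of similar size. *Ubr4* (ENSMUSG00000066036), on the plus strand of chromosome 4 from 139352609 to 139489588, was enriched with a log2 fold change of 1.48 (standard error 0.356, adjusted p = 0.0301). Its level rose from 22.4 ± 6.08 CPM (SD, n = 2) in the inputs to 62.4 ± 0.240 in the RIP libraries. With trends on GC content and length taken out, an alternative chosen after the data were seen, *Ubr4* was at 0.55 and no longer called. Of 2 further genes of this group that the paper studies later in adult retina, *Hspa12a* (chromosome 19, 58795750 to 58943654) was enriched in these P0 libraries, with a log2 fold change of 1.67 (adjusted p = 0.0317). *Islr2* (chromosome 9, 58196297 to 58204319) was not, at 0.88 (adjusted p = 0.196). Without input replicate 2 *Islr2* fell to 0.49, and without input replicate 1 it was 1.43.

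**Figure D3:**
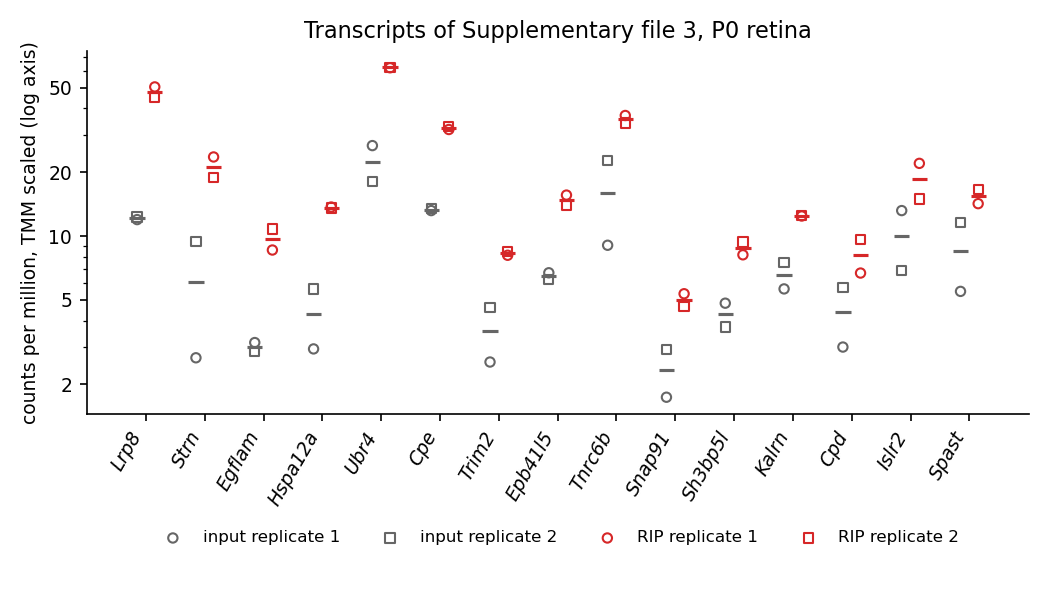
CPM scaled with TMM factors (y axis, log scale) of the 15 genes of Supplementary file 3 (x axis, by falling log2 fold change). Circles are replicate 1, squares replicate 2 and bars the mean of the 2 input libraries (grey) or the 2 RIP libraries (red); the log2 fold changes run from 1.97 for *Lrp8* down to 0.85 for *Spast*.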

By overlapping the two gene lists screened from anti-YTHDF2 RIP-Seq (Supplementary file 1) and YTHDF2 KD/MS_upregulation (Supplementary file 2), we identified a group of potential YTHDF2 target mRNAs in RGCs (Supplementary file 3), including *Kalrn*, *Strn,* and *Ubr4*. m^6^A modification of these mRNAs was verified by anti-m^6^A pulldown (Figure 6D). *Kalrn* (*Kalirin*) gene generates three alternative splicing isoforms *Kalrn7*, *Kalrn9*, and *Kalrn12* encoding guanine-nucleotide exchange factors for Rho GTPases, which have been shown to regulate hippocampal and cortical dendritic branching (Xie et al., 2010; Yan et al., 2015), and are required for normal brain functions (Penzes et al., 2001; Xie et al., 2007; Cahill et al., 2009; Russell et al., 2014; Lu et al., 2015; Herring and Nicoll, 2016). Strn (Striatin) was first identified in striatum, and functions as a B subunit of the serine/threonine phosphatase PP2A and is also a core component of a multiprotein complex called STRIPAK (striatin-interacting phosphatase and kinase complex) (Benoist et al., 2006; Li et al., 2018). Strn was reported to regulate dendritic arborization only in striatal neurons but not in cortical neurons (Li et al., 2018). However, whether and how Kalrn and Strn work in the retina was still unknown. Ubr4 (ubiquitin protein ligase E3 component N-recognin 4) is also known as p600 and has been shown to play roles in neurogenesis, neuronal migration, neuronal signaling, and survival (Parsons et al., 2015). However, whether Ubr4 regulates dendrite development remains elusive.

### YTHDF2 controls the stability of its target mRNAs which encode proteins regulating RGC dendrite branching

MS analysis after YTHDF2 KD has shown that the protein levels of these target mRNAs were upregulated (Supplementary file 2). IF using antibodies against Strn and Ubr4 detected specific signals in the IPL which were increased in *Ythdf2* cKO retina compared with control retina (Figure 7—figure supplement 1A). Enrichment of these proteins in IPL implies that these proteins might function locally in RGC dendrites to regulate dendrite development.

We next wanted to know whether YTHDF2 controlled the protein levels of these m^6^A-modified target mRNAs through regulation of translation or transcript stability. As shown in Figure 7—figure supplement 1B-E, the mRNA levels of *Kalrn7*, *Kalrn9*, *Kalrn12*, *Strn,* and *Ubr4* were dramatically increased after KD of YTHDF2, KO of *Ythdf2*, or KD of METTL14, supporting that YTHDF2 might regulate stability of these target mRNAs. We further evaluated potential changes in the stability of these target mRNAs in an m^6^A-dependent manner. We further verified this by directly measuring the stability of these target mRNAs. As shown in Figure 7A, all the target mRNAs showed significantly increased stability in the *Ythdf2* cKO retina compared with controls. These results suggest that YTHDF2 controlled the protein levels of its m^6^A-modifed target mRNAs by decreasing their stability.

**Figure 7.**
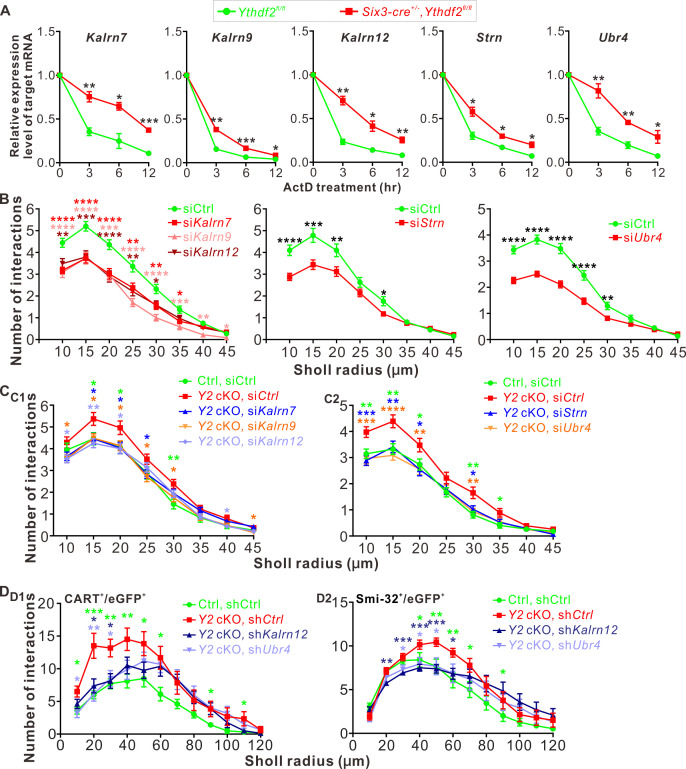
YTHDF2 target mRNAs mediate YTHDF2-controlled retinal ganglion cell (RGC) dendrite branching. (**A**) YTHDF2 target mRNAs showing increased stability in the *Ythdf2* conditional knockout (cKO) retina. RGCs dissected from E14.5 *Ythdf2* cKO and control embryos were cultured, treated with actinomycin D (ActD), and collected at different timepoints. Data are mean ± SEM (n = 3 replicates). For *Kalrn7*, **p = 0.0057 (3 hr), *p = 0.014 (6 hr), ***p = 0.00039 (12 hr); for *Kalrn9*, **p = 0.0036 (3 hr), ***p = 0.00090 (6 hr), *p = 0.032 (12 hr); for *Kalrn12*, **p = 0.0012 (3 hr), *p = 0.010 (6 hr), **p = 0.0069 (12 hr); for *Strn*, *p = 0.014 (3 hr), *p = 0.012 (6 hr), *p = 0.016 (12 hr); for *Ubr4*, **p = 0.0077 (3 hr), **p = 0.0059 (6 hr), *p = 0.041 (12 hr); all by unpaired Student’s *t* test. (**B**) Knockdown (KD) of the target mRNAs causing decreased dendrite branching of cultured RGCs prepared from wild type (WT) E14.5 retina by Sholl analysis. Brn3a and MAP2 IF were used to mark RGCs and visualize dendrites. Data are mean ± SEM. For *Kalrn7* (n *=* 59 for siCtrl, n *=* 56 for si*Kalrn7*), ****p = 2.33E-06 (10 μm), ****p = 5.85E-06 (15 μm), ****p = 8.67E-05 (20 μm), **p = 0.0045 (25 μm), **p = 0.0058 (30 μm), *p = 0.010 (35 μm); for *Kalrn9* (n *=* 59 for siCtrl, n *=* 46 for si*Kalrn9*), ****p = 3.69E-05 (10 μm), ****p = 5.53E-05 (15 μm), ***p = 0.00020 (20 μm), ****p = 3.09E-06 (25 μm), ****p = 4.63E-06 (30 μm), ***p = 0.00059 (35 μm), **p = 0.0010 (40 μm), *p = 0.042 (45 μm); for *Kalrn12* (n *=* 59 for siCtrl, n *=* 39 for si*Kalrn12*), **p = 0.0031 (10 μm), ***p = 0.00017 (15 μm), ****p = 6.56E-05 (20 μm), **p = 0.0017 (25 μm), *p = 0.017 (30 μm); for *Strn* (n *=* 51 for siCtrl, n *=* 57 for si*Strn*), ****p = 4.19E-05 (10 μm), ***p = 0.00067 (15 μm), **p = 0.0079 (20 μm), *p = 0.015 (30 μm); for *Ubr4* (n *=* 81 for siCtrl, n *=* 81 for si*Ubr4*), ****p = 1.26E-08 (10 μm), ****p = 7.61E-10 (15 μm), ****p = 2.35E-08 (20 μm), ****p = 1.39E-05 (25 μm), **p = 0.0061 (30 μm); all by unpaired Student’s *t* test. (**C**) Increased dendrite branching of cultured RGCs prepared from E14.5 *Ythdf2* cKO (*Y2* cKO) retina was rescued by KD of target mRNAs using siRNAs. Data are mean ± SEM. *Ctrl*, *Ythdf2^fl/fl^; Y2* cKO, *Six3-cre^+/-^,Ythdf2^fl/fl^*. In **C1**,'*Ctrl,* siCtrl’ (n = 35 neurons) vs. ‘*Y2* cKO*,* siCtrl’ (n = 52 neurons), *p = 0.038 (15 μm), *p = 0.045 (20 μm), **p = 0.0036 (30 μm); ‘*Y2* cKO*,* si*Kalrn7’* (n = 55 neurons) vs. ‘*Y2* cKO*,* siCtrl’, *p = 0.020 (15 μm), *p = 0.025 (20 μm), *p = 0.031 (25 μm); ‘*Y2* cKO*,* si*Kalrn9’* (n = 66 neurons) vs. ‘*Y2* cKO*,* siCtrl’, *p = 0.020 (10 μm), *p = 0.013 (15 μm), *p = 0.031 (20 μm), *p = 0.017 (25 μm), *p = 0.031 (30 μm), *p = 0.031 (45 μm); ‘*Y2* cKO*,* si*Kalrn12’* (n = 80 neurons) vs. ‘*Y2* cKO*,* siCtrl’, *p = 0.015 (10 μm), **p = 0.0018 (15 μm), *p = 0.015 (20 μm), *p = 0.027 (40 μm). In **C2**, '*Ctrl,* siCtrl’ (n = 50 neurons) vs. ‘*Y2* cKO*,* siCtrl’ (n = 47 neurons), **p = 0.0031 (10 μm), **p = 0.0013 (15 μm), *p = 0.029 (20 μm), **p = 0.0015 (30 μm), *p = 0.014 (35 μm); ‘*Y2* cKO*,* si*Strn’* (n = 45 neurons) vs. ‘*Y2* cKO*,* siCtrl’, ***p = 0.00016 (10 μm), **p = 0.0043 (15 μm), *p = 0.010 (20 μm), *p = 0.018 (30 μm); ‘*Y2* cKO*,* si*Ubr4’* (n = 57 neurons) vs. ‘*Y2* cKO*,* siCtrl’, ***p = 0.00084 (10 μm), ****p = 4.89E-05 (15 μm), **p = 0.0058 (20 μm), **p = 0.0045 (30 μm). All by unpaired Student’s *t* test. (**D**) Increased dendrite branching of RGC subtypes in *Ythdf2* cKO (*Y2* cKO) retina was rescued by KD of target mRNAs through intravitreal injection of AAV shRNAs in vivo. Data are mean ± SEM. *Ctrl*, *Ythdf2^fl/fl^; Y2* cKO, *Six3-cre^+/-^,Ythdf2^fl/fl^*. In **D1** (CART^+^/eGFP^+^ ooDSGCs), ‘*Ctrl,* shCtrl’ (n = 10 neurons) vs. ‘*Y2* cKO*,* shCtrl’ (n = 6 neurons), *p = 0.010 (10 μm), ***p = 0.00049 (20 μm), **p = 0.0021 (30 μm), **p = 0.0047 (40 μm), *p = 0.028 (50 μm), *p = 0.011 (60 μm), *p = 0.030 (90 μm), *p = 0.042 (110 μm); ‘*Y2* cKO, sh*Kalrn12’* (n = 8 neurons) vs. ‘*Y2* cKO, shCtrl’, *p = 0.012 (20 μm), *p = 0.014 (30 μm); ‘*Y2* cKO, sh*Ubr4’* (n = 6 neurons) vs. ‘*Y2* cKO, shCtrl’, *p = 0.011 (10 μm), **p = 0.0084 (20 μm), *p = 0.029 (30 μm). In **D2** (SMI-32^+^αRGCs), ‘*Ctrl,* shCtrl’ (n = 14 neurons) vs. ‘*Y2* cKO, shCtrl’ (n = 14 neurons), *p = 0.032 (40 μm), **p = 0.0019 (50 μm), **p = 0.0014 (60 μm), *p = 0.015 (70 μm), *p = 0.044 (90 μm); ‘*Y2* cKO, sh*Kalrn12’* (n = 26 neurons) vs. ‘*Y2* cKO, shCtrl’, **p = 0.0023 (20 μm), ***p = 0.00076 (30 μm), ***p = 0.00030 (40 μm), ***p = 0.00020 (50 μm), *p = 0.015 (60 μm); ‘*Y2* cKO, sh*Ubr4’* (n = 15 neurons) vs. ‘*Y2* cKO, shCtrl’, *p = 0.042 (30 μm), *p = 0.024 (40 μm), *p = 0.018 (50 μm). All by unpaired Student’s *t* test.

**Figure 7—figure supplement 1.**
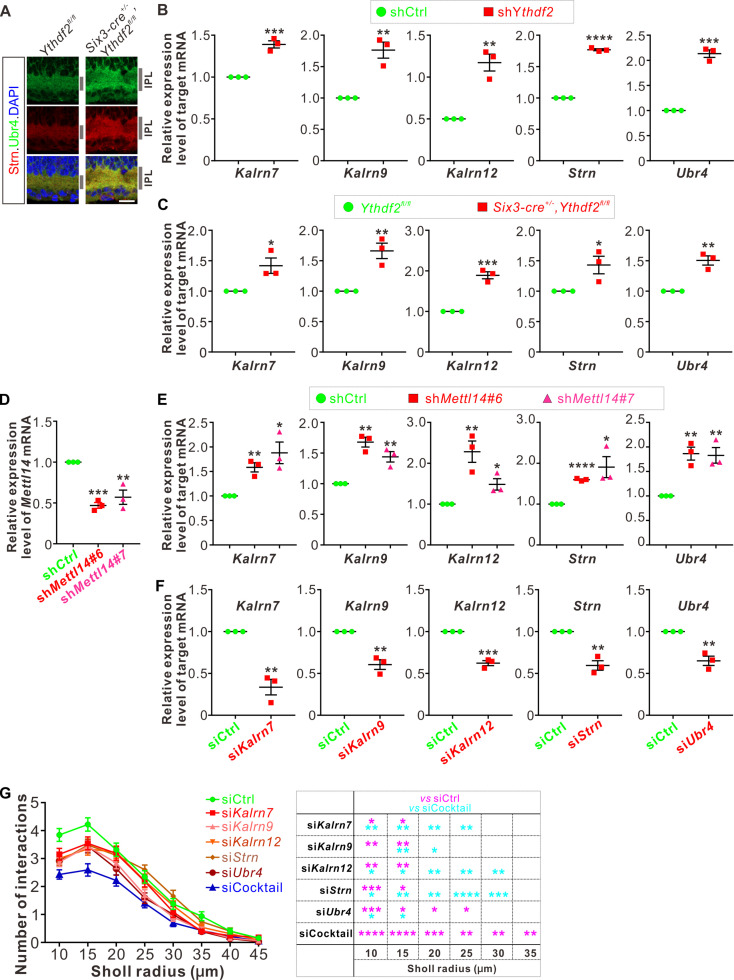
YTHDF2 target mRNAs were characterized and validated. (**A**) Upregulation of target mRNAs-encoding proteins Strn and Ubr4 in *Ythdf2* conditional knockout (cKO) retina in vivo. Enrichment and higher levels of these proteins were detected in the inner plexiform layer (IPL) of P6 *Ythdf2* cKO retina compared with control by IF. Scale bar: 20 μm. (**B**) Upregulation of target mRNA levels after YTHDF2 knockdown (KD). RT-qPCR confirmed upregulation of the candidate target mRNAs after KD of YTHDF2 in cultured retinal ganglion cells (RGCs) using sh*Ythdf2*. Data are mean ± SEM and are represented as dot plots (n = 3 replicates): ***p = 0.00084 for *Kalrn7*; **p = 0.0039 for *Kalrn9*; **p = 0.0026 for *Kalrn12*; ****p = 1.11E-06 for *Strn*; ***p = 0.00011 for *Ubr4*; by unpaired Student’s *t* test. (**C**) Upregulation of target mRNA levels in the *Ythdf2* cKO retina were confirmed by RT-qPCR. Data are mean ± SEM and are represented as dot plots (n = 3 replicates): *p = 0.030 for *Kalrn7*; **p = 0.0064 for *Kalrn9*; ***p = 0.00049 for Kalrn12; *p = 0.041 for *Strn*; **p = 0.0027 for *Ubr4*; by unpaired Student’s *t* test. (**D**) Confirmation of METTL14 KD in cultured RGCs using sh*Mettl14* by RT-qPCR. Data are mean ± SEM and are represented as dot plots (n = 3 replicates): ***p = 0.00012 (sh*Mettl14#6* vs. shCtrl); **p = 0.0079 (sh*Mettl14#7* vs. shCtrl); by unpaired Student’s *t* test. (**E**) Upregulation of target mRNA levels after METTL14 KD. RT-qPCR confirmed upregulation of the candidate target mRNAs after KD of METTL14 in cultured RGCs using sh*Mettl14*. Data are mean ± SEM and are represented as dot plots (n = 3 replicates): for *Kalrn7*, **p = 0.0034 (sh*Mettl14#6* vs. shCtrl), *p = 0.016 (sh*Mettl14#7* vs. shCtrl); for *Kalrn9*, **p = 0.0010 (sh*Mettl14#6* vs. shCtrl), **p = 0.0067 (sh*Mettl14#7* vs. shCtrl); for *Kalrn12*, **p = 0.0079 (sh*Mettl14#6* vs. shCtrl), *p = 0.026 (sh*Mettl14#7* vs. shCtrl); for *Strn*, ****p = 5.45E-06 (sh*Mettl14#6* vs. shCtrl), *p = 0.025 (sh*Mettl14#7* vs. shCtrl); for *Ubr4*, **p = 0.0029 (sh*Mettl14#6* vs. shCtrl), **p = 0.0066 (sh*Mettl14#7* vs. shCtrl); by unpaired Student’s *t* test. (**F**) Confirmation of KD by siRNAs against target mRNAs. Data are mean ± SEM and are represented as dot plots (n = 3 replicates): **p = 0.0020 for *Kalrn7*; **p = 0.0025 for *Kalrn9*; ***p = 0.00020 for *Kalrn12*; **p = 0.0021 for *Strn*; **p = 0.0033 for *Ubr4*; by unpaired Student’s *t* test. (**G**) KD of target mRNAs all together using an siRNA cocktail causing further decrease of dendrite branching of cultured RGCs compared with single siRNA against each target mRNA. Data are mean ± SEM: n = 32 RGCs for siCtrl, n = 33 RGCs for si*Kalrn7*, n = 32 RGCs for si*Kalrn9*, n = 35 RGCs for si*Kalrn12*, n = 35 RGCs for si*Strn*, n = 36 RGCs for si*Ubr4*, n = 36 RGCs for siCocktail. si*Kalrn7* vs. siCtrl: *p = 0.031 (10 μm), *p = 0.046 (15 μm); si*Kalrn9* vs. siCtrl: **p = 0.0011 (10 μm), **p = 0.0090 (15 μm); si*Kalrn12* vs. siCtrl: **p = 0.0061 (10 μm), **p = 0.0086 (15 μm); si*Strn* vs. siCtrl: ***p = 0.00056 (10 μm), *p = 0.025 (15 μm); si*Ubr4* vs. siCtrl: **p = 0.0018 (10 μm), *p = 0.026 (15 μm), *p = 0.048 (20 μm), *p = 0.011 (25 μm); siCocktail vs. siCtrl: ****p = 3.44E-06 (10 μm), ****p = 4.07E-06 (15 μm), ***p = 0.00077 (20 μm), **p = 0.0010 (25 μm), **p = 0.0049 (30 μm), **p = 0.0094 (35 μm). si*Kalrn7* vs. siCocktail: **p = 0.0092 (10 μm), **p = 0.0040 (15 μm), **p = 0.0028 (20 μm), **p = 0.0034 (25 μm); si*Kalrn9* vs. siCocktail: **p = 0.0042 (15 μm), *p = 0.034 (20 μm); si*Kalrn12* vs. siCocktail: *p = 0.029 (10 μm), *p = 0.019 (15 μm), **p = 0.0014 (20 μm), **p = 0.0091 (25 μm), **p = 0.0063 (30 μm); si*Strn* vs. siCocktail: *p = 0.043 (10 μm), **p = 0.0051 (15 μm), **p = 0.0045 (20 μm), ****p = 3.79E-06 (25 μm), ***p = 0.00022 (30 μm); si*Ubr4* vs. siCocktail: *p = 0.049 (10 μm), *p = 0.011 (15 μm). All by unpaired Student’s *t* test.

Next we explored the functions of these YTHDF2 target mRNAs in RGC dendrite development. We first generated siRNAs against these transcripts (Figure 7—figure supplement 1F). We then checked the effects on RGC dendrite branching after KD of these target mRNAs by siRNAs in cultured RGCs. As shown in Figure 7B, KD of *Kalrn7*, *Kalrn9*, *Kalrn12*, *Strn,* or *Ubr4* led to significant decreases of RGC dendrite branching. Interestingly, the siCocktail against all these target mRNAs further significantly reduced the RGC dendrite branching compared with each individual siRNA (Figure 7—figure supplement 1G), suggesting that these targets may work in different pathways to regulate the RGC dendrite morphology. We further examined whether these target mRNAs mediate YTHDF2-regulated RGC dendrite branching. As shown in Figures 2E–H ,–3, cKO of *Ythdf2* led to increased dendrite branching of RGCs both in vitro and in vivo. Transfection of siRNAs against these target mRNAs rescued dendrite branching increases in cultured *Ythdf2* cKO RGCs (Figure 7C). We continued to generate and performed intravitreal injection of AAV viral sh*Kalrn12* and sh*Ubr4*, which significantly rescued dendrite branching increases of CART^+^ ooDSGCs and SMI-32^+^αRGCs in *Ythdf2* cKO retina in vivo (Figure 7D).

Taken together, we identified a group of YTHDF2 target mRNAs that encode proteins regulating RGC dendrite branching, which mediate YTHDF2-controlled RGC dendrite branching.

### *Ythdf2* cKO retina is more resistant to AOH

The glaucomatous eyes are symptomatized with progressive neurodegeneration and vision loss (Agostinone and Di Polo, 2015). High intraocular pressure is a major risk factor in glaucoma and has been shown to cause pathological changes in RGC dendrites before axon degeneration or soma loss is detected in different model animals (Weber et al., 1998; Shou et al., 2003; Morgan et al., 2006). Our findings that *Ythdf2* cKO in retina promotes RGC dendrite branching during development inspired us to wonder whether YTHDF2 also regulates RGC dendrite maintenance in the acute glaucoma model caused by AOH. We utilized the AOH model made with control and *Ythdf2* cKO mice to check whether *Ythdf2* cKO in the retina could alter the pathology in the glaucomatous eyes. RGC dendrite branching is significantly decreased after AOH operation compared with non-AOH in either genotype (Figure 8—figure supplement 1A,B). Interestingly, the *Ythdf2* cKO retina with AOH operation maintains significantly higher dendrite complexity compared with the glaucomatous eyes of *Ythdf2^fl/fl^* control mice (Figure 8A and B). In addition, there are significant RGC neuron losses in both genotypes after AOH (Figure 8C and D). However, the reduction of RGC number in the *Ythdf2* cKO retina is less than control retina (Figure 8C and D). These results support that *Ythdf2* cKO protects retina from RGC dendrite degeneration and soma loss caused by AOH.

**Figure 8.**
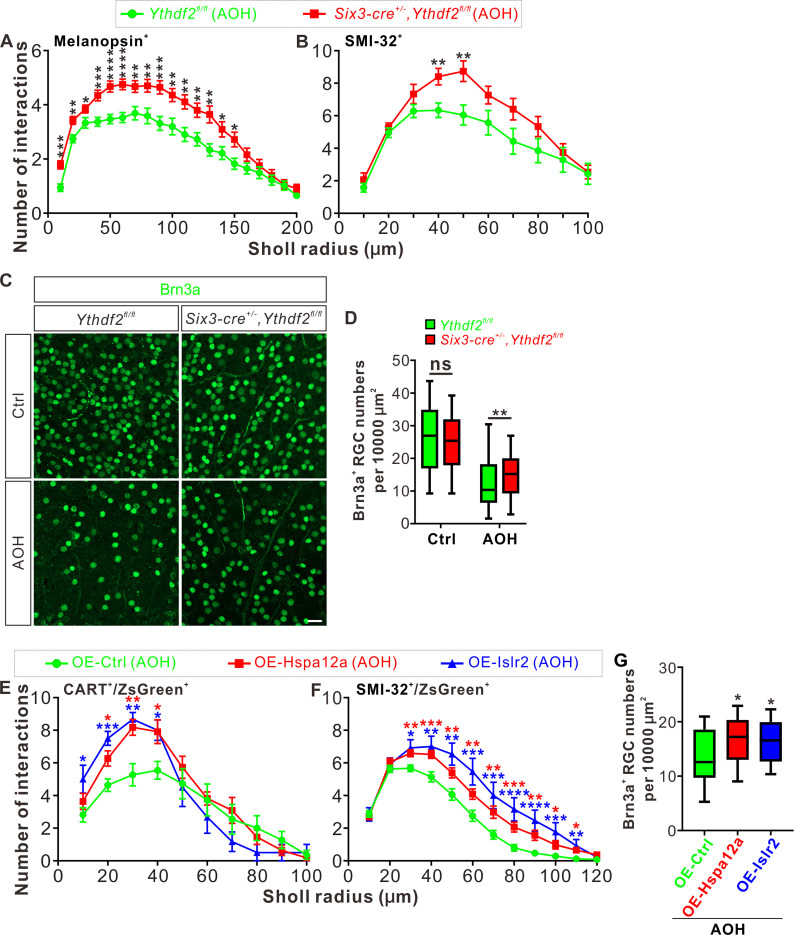
*Ythdf2* conditional knockout (cKO) retina is more resistant to acute ocular hypertension (AOH). (**A, B**) Better maintenance of retinal ganglion cell (RGC) dendrite arborization in *Ythdf2* cKO retina after AOH operation. AOH was performed using adult mice, and retinas were collected after AOH for wholemount immunostaining of melanopsin and SMI-32 to visualize the dendrite arbors of corresponding RGC subtype, respectively. Dendrite traces were drawn as previously shown and quantification of dendrite branching was done using Sholl analysis. Data are mean ± SEM. Numbers of interactions are significantly greater in *Six3-cre^+/-^,Ythdf2^fl/fl^* retina than *Ythdf2^fl/fl^* control retina in both RGC subtypes after AOH: for melanopsin^+^ intrinsically photosensitive RGCs (ipRGCs) in **A**, *Ythdf2^fl/fl^*/AOH (n = 51 RGCs) vs. cKO/AOH (n = 64 RGCs), ***p = 0.00015 (10 μm), **p = 0.0017 (20 μm), *p = 0.034 (30 μm), ***p = 0.00035 (40 μm), ****p = 3.02E-05 (50 μm), ****p = 2.63E-05 (60 μm), **p = 0.0029 (70 μm), **p = 0.0028 (80 μm), ***p = 0.00035 (90 μm), **p = 0.0032 (100 μm), **p = 0.0014 (110 μm), **p = 0.0043 (120 μm), **p = 0.0014 (130 μm), *p = 0.023 (140 μm), *p = 0.013 (150 μm); for SMI-32^+^αRGCs in **B**, *Ythdf2^fl/fl^*/AOH (n = 21 neurons) vs. cKO/AOH (n = 15 neurons), **p = 0.0052 (40 μm), **p = 0.0057 (50 μm); all by unpaired Student’s *t* test. (**C, D**) *Ythdf2* cKO retina showing less severe RGC loss after AOH. AOH was performed using adult mice and retinas were collected after AOH for wholemount immunostaining using a Brn3a antibody (**C**). Numbers of Brn3a^+^ RGCs per 10,000 μm^2^ of retina were quantified for different genotypes and conditions (confocal fields for analysis: n *=* 117 for *Ythdf2^fl/fl^*/Ctrl; n *=* 98 for *Ythdf2^fl/fl^*/AOH; n *=* 110 for cKO/Ctrl; n *=* 104 for cKO/AOH). Data are represented as box and whisker plots (**D**): ns, not significant (p = 0.16; *Ythdf2^fl/fl^*/Ctrl vs. cKO/Ctrl); **p = 0.0077 (*Ythdf2^fl/fl^*/AOH vs. cKO/AOH); by unpaired Student’s *t* test. Scale bar: 25 μm. (**E, F**) Overexpression (OE) of YTHDF2 targets *Hspa12a* and *Islr2* protecting retina from RGC dendrite degeneration in the AOH model. Wild type (WT) mice were intravitreally injected with AAV overexpressing *Hspa12a* or *Islr2* and then operated with AOH. Wholemount immunostaining of CART/ZsGreen and SMI-32/ZsGreen was carried out to visualize the dendrite arbors of corresponding RGC subtype, respectively. Dendrite traces were drawn as previously shown and quantification of dendrite branching was done using Sholl analysis. Data are mean ± SEM. Numbers of interactions are significantly greater in retina with OE of *Hspa12a* or *Islr2* than control retina in both RGC subtypes after AOH. For CART^+^ ON-OFF directionally selective RGCs (ooDSGCs) in **E**: OE-Ctrl/AOH (n = 11 RGCs) vs. OE-Hspa12a/AOH (n = 11 RGCs), *p = 0.014 (20 μm), **p = 0.0025 (30 μm), *p = 0.018 (40 μm); OE-Ctrl/AOH vs. OE-Islr2/AOH (n = 6 RGCs), *p = 0.024 (10 μm), ***p = 0.00031 (20 μm), **p = 0.0038 (30 μm), *p = 0.013 (40 μm). For SMI-32^+^αRGCs in **F**: OE-Ctrl/AOH (n = 49 neurons) vs. OE-Hspa12a/AOH (n = 46 neurons), **p = 0.0023 (30 μm), ***p = 0.00080 (40 μm), **p = 0.0059 (50 μm), **p = 0.0051 (60 μm), **p = 0.0036 (70 μm), ***p = 0.00070 (80 μm), **p = 0.0015 (90 μm), *p = 0.016 (100 μm), *p = 0.011 (110 μm); OE-Ctrl/AOH vs. OE-Islr2/AOH (n = 13 RGCs), *p = 0.010 (30 μm), **p = 0.0093 (40 μm), **p = 0.0019 (50 μm), ***p = 0.00085 (60 μm), ***p = 0.00067 (70 μm), ****p = 4.25E-05 (80 μm), ****p = 2.54E-05 (90 μm), ***p = 0.00020 (100 μm) , **p = 0.0016 (110 μm). All by unpaired Student’s *t* test. (**G**) OE of YTHDF2 targets *Hspa12a* and *Islr2* alleviating RGC loss in the AOH model. WT mice were intravitreally injected with AAV overexpressing *Hspa12a* or *Islr2* and then operated with AOH. Wholemount immunostaining of Brn3a was performed to label RGCs. Numbers of Brn3a^+^ RGCs per 10,000 μm^2^ of retina were quantified for different conditions (confocal fields for analysis: n *=* 19 for OE-Ctrl; n *=* 26 for OE-Hspa12a; n *=* 24 for OE-Islr2). Data are represented as box and whisker plots: *p = 0.034 (OE-Hspa12a vs. OE-Ctrl; *p = 0.029 (OE-Islr2 vs. OE-Ctrl); by unpaired Student’s *t* test.

**Figure 8—figure supplement 1.**
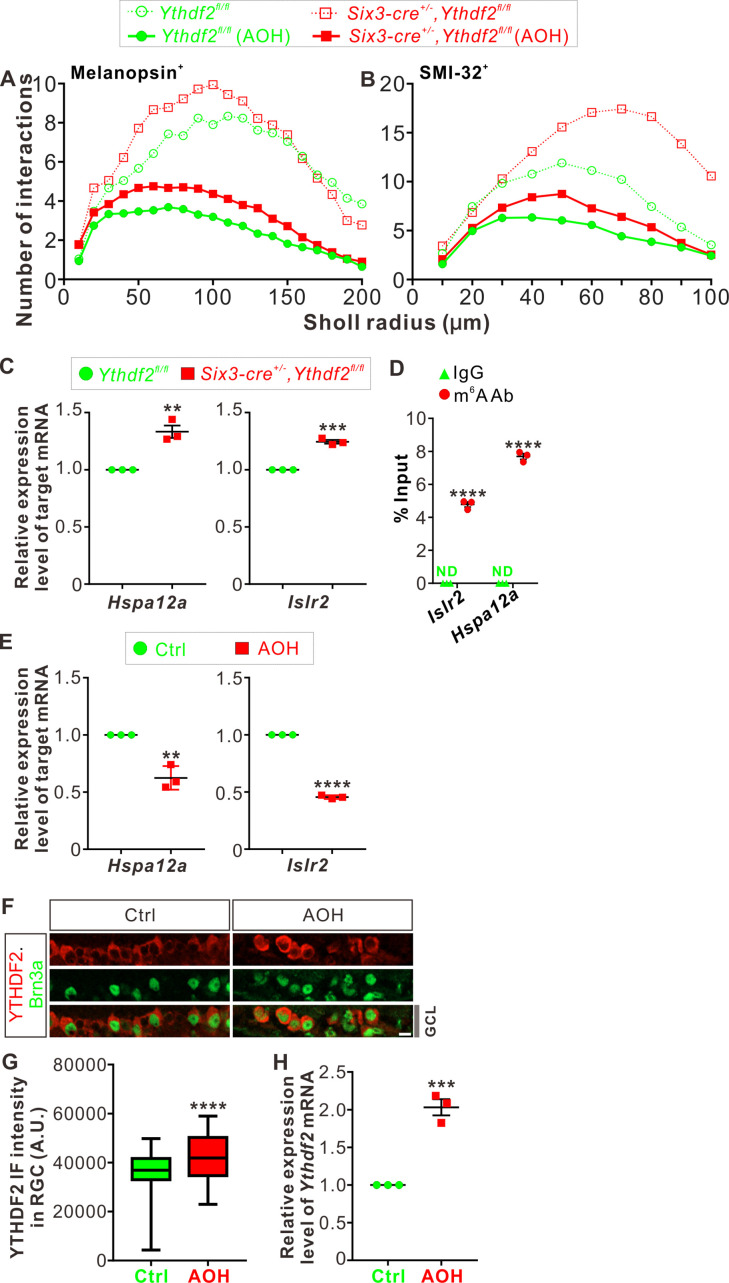
*Hspa12a* and *Islr2* are two target mRNAs of YTHDF2 in adult retina. (**A, B**) The curves from Figures 3D, F, 8A, B were plotted together for easy comparison. The error bars and the asterisks were removed from these graphs for easy reading and these information can still be seen in Figures 3D, F, 8A, B. (**C**) Upregulation of YTHDF2 target mRNA *Hspa12a* and *Islr2* in adult *Ythdf2* conditional knockout (cKO) retina compared with control by RT-qPCR. Data are mean ± SEM and are represented as dot plots (n = 3 replicates): **p = 0.0035 for *Hspa12a*; ***p = 0.00012 for *Islr2*; by unpaired Student’s *t* test. (**D**) Verification of *N*^6^-methyladenosine (m^6^A) modification of *Hspa12a* and *Islr2* mRNAs by anti-m^6^A pulldown followed by RT-qPCR. ND, not detected. Data are mean ± SEM and are represented as dot plots (n = 3 replicates): ****p = 7.07E-06 for *Islr2*; ****p = 1.55E-06 for *Hspa12a*; by unpaired Student’s *t* test. (**E**) Downregulation of *Hspa12a* and *Islr2* mRNA levels in retina 3 days after acute ocular hypertension (AOH). Data are mean ± SEM and are represented as dot plots (n = 3 replicates): **p = 0.0032 for *Hspa12a*; ****p = 5.41E-07 for *Islr2*; by unpaired Student’s *t* test. (**F, G**) Cross-sections of retina showing increased YTHDF2 expression in Brn3a^+^ RGCs by IF. AOH was performed using P60 mice, and retinas were collected 1 day after AOH for analysis. Quantification data of YTHDF2 IF were represented as box and whisker plots (**G**): ****p = 1.13E-06 (n *=* 110 RGCs for each condition); by unpaired Student’s *t* test. Scale bar: 10 μm. (**H**) Upregulation of *Ythdf2* mRNA level after AOH. Data are mean ± SEM and are represented as dot plots (n *=* 3 replicates): ***p = 0.00066; by unpaired Student’s *t* test.

Next we wanted to know whether and how YTHDF2 target mRNAs mediate these effects in the AOH models. We first checked the expression of YTHDF2 target mRNAs identified in the developing retina (Supplementary file 3) in the adult *Ythdf2* cKO and control retina. We found that two target mRNAs *Hspa12a* and *Islr2* show upregulation in the adult *Ythdf2* cKO retina compared with control (Figure 8—figure supplement 1C). m^6^A modification of *Hspa12a* and *Islr2* mRNAs was further verified by anti-m^6^A pulldown (Figure 8—figure supplement 1D). *Hspa12a* encodes heat shock protein A12A which is an atypical member of the heat shock protein 70 family and has been shown to be downregulated in diseases such as ischemic stroke, schizophrenia, and renal cell carcinoma (Pongrac et al., 2004; Mao et al., 2018; Min et al., 2020). *Islr2* encodes immunoglobulin superfamily containing leucine-rich repeat protein two and is poorly studied. Here, we found that *Hspa12a* and *Islr2* are downregulated in the retina after AOH operation (Figure 8—figure supplement 1E), which is likely caused by upregulation of YTHDF2 in the AOH-treated retina (Figure 8—figure supplement 1F-H). We therefore hypothesized that AOH upregulates YTHDF2 which in turn downregulates its targets *Hspa12a* and *Islr2*, thus causing RGC dendrite degeneration and soma loss. If this is the case, overexpression of *Hspa12a* and *Islr2* might protect RGC dendrite from AOH-triggered degeneration. We thus generated AAV harboring overexpression constructs of *Hspa12a* and *Islr2* which were intravitreally injected to wild type retinas. After the AOH induction, the retinas overexpressing *Hspa12a* and *Islr2* maintain significantly more complex RGC dendrite arbor and show better RGC survival compared with control AAV (Figure 8E–G).

These data verify that loss-of-function of YTHDF2 and gain-of-function of its targets *Hspa12a* and *Islr2* have neuroprotective roles in the glaucomatous retina.

## Discussion

Functions and mechanisms of mRNA m^6^A modification in the dendrite development were not known. Here, we revealed a critical role of the m^6^A reader YTHDF2 in RGC dendrite development and maintenance. YTHDF2 have two phases of function to control RGC dendrite development first and then maintenance through regulating two sets of target mRNAs. In early postnatal stages, the target mRNAs *Kalrn7*, *Kalrn9*, *Kalrn12*, *Strn,* and *Ubr4* mediate YTHDF2 functions to regulate RGC dendrite development. In the adult mice, another set of target mRNAs *Hspa12a* and *Islr2* mediate YTHDF2 function to regulate RGC dendrite maintenance.

### Positive and negative regulators for dendrite development

The general principle for dendrite arborization is that the dendrite arbor cannot be either too big or too small in order to precisely sample a presynaptic target area during neural circuit formation (Lefebvre et al., 2015). Numerous extrinsic and intrinsic mechanisms have been found to regulate dendritic arbor patterning, which involves both positive and negative factors to achieve balanced control of dendritic growth (Jan and Jan, 2010; Dong et al., 2015; Ledda and Paratcha, 2017). For the secreted and diffusible cues, BDNF promotes dendrite branching and complexity (Cheung et al., 2007); the non-canonical Wnt7b/PCP pathway is a positive regulator of dendrite growth and branching (Rosso et al., 2005); the non-canonical Wnt receptor Ryk works as a negative regulator by limiting the extent of dendritic branching (Lanoue et al., 2017). For the contact-mediated signals, the cadherins Celsr2 and Celsr3 regulate dendrite growth in an opposite manner in cortical pyramidal and Purkinje neurons, and hippocampal neurons, respectively (Shima et al., 2004; Shima et al., 2007). For the transcription factors, studies have shown that manipulation of Cux1 and Cux2 levels has distinct effects on apical and basal arbors of cortical dendrites (Cubelos et al., 2015); interestingly, the functions of Sp4 in dendrite development are dependent on the cellular context of its expression, for example, Sp4 promotes dendrite growth and branching in hippocampal dentate granule cells but limits dendrite branching in cerebellar granule cells (Ramos et al., 2007; Zhou et al., 2007). Here, we identified another negative regulator YTHDF2 which works posttranscriptionally, and loss-of-function of YTHDF2 increased dendrite complexity during development and protected RGC degeneration from AOH. We have validated this effect on several RGC subtypes. Since there are dozens of RGC subtypes, it is technically challenging but still interesting to test whether this effect is universal to all subtypes or there is specificity for RGC subtypes.

### Posttranscriptional regulation of dendrite development

It is well established that mRNAs can be transported and targeted to specific neuronal compartments such as axons and dendrites. Local translation of these mRNAs enables exquisite and rapid control of local proteome in specific subcellular compartments (Ledda and Paratcha, 2017). Local translation is known to play roles in controlling dendrite arborization (Chihara et al., 2007), and is regulated by specific RNA-binding proteins (Jan and Jan, 2010). In *Drosophila*, the RNA-binding proteins Pumilio (Pum), Nanos (Nos), Glorund (Glo), and Smaug (Smg) regulate morphogenesis and branching of specific classes of dendritic arborization neurons through controlling translation of their target mRNAs including *nanos* mRNA itself (Ye et al., 2004; Brechbiel and Gavis, 2008). The mouse homologue of another RNA-binding protein Staufen, Stau1, regulates dendritic targeting of ribonucleoprotein particles and dendrite branching (Vessey et al., 2008). Here, we found that the m^6^A reader and RNA-binding protein YTHDF2 control stability of its target mRNAs and regulate dendrite branching in RGCs. It would be interesting to see whether these target mRNAs are localized into dendrites and whether YTHDF2 works in dendrites to control their stability and translation. Actually, *Strn4* mRNA has been shown to be present in dendrites and locally translated (Lin et al., 2017). In addition, how the proteins encoded by these target mRNAs regulate RGC dendrite branching during development and maintenance remains to be explored and will be important future directions.

### Neuroprotective genes in retinal injuries and degeneration

Transcriptome analyses have revealed differentially expressed genes after retinal injuries such as AOH-induced glaucoma and optic nerve crush (ONC), and the upregulated genes are of importance for discovering new treatment approaches (Jakobs, 2014; Tran et al., 2019). One of the previous studies has identified *Mettl3*, encoding the m^6^A writer, as an upregulated gene after ONC (Agudo et al., 2008). Here, we found *Ythdf2*, encoding an m^6^A reader, was also upregulated in the retina after AOH. We further found that *Hspa12a* and *Islr2*, two targets of YTHDF2 in adult retina, were downregulated in glaucomatous retinas. Overexpression of *Hspa12a* and *Islr2* protected retina from AOH-caused RGC dendrite degeneration. Our findings in this study suggest that YTHDF2 and its neuroprotective target mRNAs might be valuable in developing novel therapeutic approaches to treat neurodegeneration caused by glaucoma and other retinal injuries.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (mouse)	Mouse: Ythdf2^fl/fl^	Yu et al., 2021b	N/A	
Strain, strain background (mouse)	Mouse: Tg(Six3-cre)69Frty/GcoJ	Jackson Laboratory	Cat#: JAX_019755RRID: IMSR_JAX:019755	
Strain, strain background (mouse)	Mouse: B6.Cg-Tg(Thy1-EGFP)OJrs/GfngJ	Jackson Laboratory	Cat#: JAX_007919RRID: IMSR_JAX:007919	
Strain, strain background (mouse)	Mouse: B6.129 × 1-Gt(ROSA)26Sor^tm1(EYFP)Cos^/J	Jackson Laboratory	Cat#: JAX_006148RRID: IMSR_JAX:006148	
Antibody	Anti-GFP (Chicken polyclonal)	Abcam	Cat#: ab13970, RRID: AB_300798	IF (1:1000)
Antibody	Anti-MAP2 (Chicken polyclonal)	Abcam	Cat#: ab5392, RRID: AB_2138153	IF (1:10,000)
Antibody	Anti-RBPMS (Guinea pig polyclonal)	PhosphoSolutions	Cat#: 1832-RBPMS, RRID: AB_2492226	IF (1:1000)
Antibody	Anti-VAChT (Goat polyclonal)	Millipore	Cat#: ABN100, RRID: AB_2630394	IF (1:1000)
Antibody	Anti-β Actin (Mouse monoclonal)	Abcam	Cat#: ab6276, RRID: AB_2223210	WB (1:30,000)
Antibody	Anti-β Actin (Mouse monoclonal)	ABclonal	Cat#: AC004, RRID: AB_2737399	WB (1:30,000)
Antibody	Anti-AP2α (Mouse monoclonal)	DSHB	Cat#: 3B5, RRID: AB_2313947	IF (1:1000)
Antibody	Anti-Bassoon (Mouse monoclonal)	Enzo Life Sciences	Cat#: ADI-VAM-PS003, RRID: AB_10618753	IF (1:2500)
Antibody	Anti-Brn3a (Mouse monoclonal)	Millipore	Cat#: MAB1585, RRID: AB_94166	IF (1:300)
Antibody	Anti-Calbindin-D-28K (Mouse monoclonal)	Sigma-Aldrich	Cat#: C9848, RRID: AB_476894	IF (1:200)
Antibody	Anti-PKCα (Mouse monoclonal)	Santa Cruz Biotechnology	Cat#: sc-8393, RRID: AB_628142	IF (1:500)
Antibody	Anti-SMI-32 (Mouse monoclonal)	BioLegend	Cat#: 801701, RRID: AB_2564642	IF (1:200)
Antibody	Anti-Strn (Striatin) (Mouse monoclonal)	BD Biosciences	Cat#: 610838, RRID: AB_398157	IF (1:500)
Antibody	Anti-CART (Rabbit polyclonal)	Phoenix Pharmaceuticals	Cat#: H-003–62, RRID: AB_2313614	IF (1:2000)
Antibody	Anti m^6^A (Rabbit polyclonal)	Synaptic Systems	Cat# 202003, RRID: AB_2279214	IF (1:200)
Antibody	Anti-melanopsin (Rabbit polyclonal)	Thermo Fisher Scientific	Cat#: PA1-780, RRID: AB_2267547	IF (1:1000)
Antibody	Anti-PKCα (Rabbit polyclonal)	Cell Signaling	Cat#: CST-2056	IF (1:1000)
Antibody	Anti-PSD-95 (Mouse monoclonal)	Abcam	Cat#: ab2723, RRID: AB_303248	IF (1:500)
Antibody	Anti-Recoverin (Rabbit polyclonal)	Millipore	Cat#: AB5585, RRID: AB_2253622	IF (1:1000)
Antibody	Anti-YTHDF2 (Rabbit polyclonal)	Proteintech	Cat#: 24744–1-AP, RRID: AB_2687435	IF (1:1000)
Antibody	Anti-YTHDF1 (Rabbit polyclonal)	Proteintech	Cat#: 17479–1-AP, RRID: AB_2217473	IF (1:1000)
Antibody	Anti-YTHDF3 (Rabbit polyclonal)	Abcam	Cat#: ab103328, RRID: AB_10710895	IF (1:1000)
Antibody	Anti-Ubr4 (Rabbit polyclonal)	Abcam	Cat#: ab86738, RRID: AB_1952666	IF (1:300)
Antibody	Anti-Chx10 (Sheep polyclonal)	Exalpha	Cat#: X1179P	IF (1:1000)
Antibody	Anti-GFAP (Chicken polyclonal)	Millipore	Cat#: AB5541, RRID: AB_177521	IF (1:500)
Antibody	Anti-Lhx2 (Goat polyclonal)	Santa Cruz Biotechnology	Cat#: sc-19344, RRID: AB_2135660	IF (1:200)
Antibody	Anti-Lhx2 (Rabbit monoclonal)	Abcam	Cat#: ab184337	IF (1:500)
Antibody	Anti-chicken IgY (Alexa 488 donkey)	Jackson Immunoresearch	Cat#: 703-545-155, RRID: AB_2340375	IF (1:500)
Antibody	Anti-G. pig IgG (Alexa 488 donkey)	Jackson Immunoresearch	Cat#: 706-545-148, RRID: AB_2340472	IF (1:500)
Antibody	Anti-mouse IgG (Alexa 488 donkey)	Thermo Fisher Scientific	Cat#: A-21202, RRID: AB_141607	IF (1:500)
Antibody	Anti-rabbit IgG (Alexa 488 donkey)	Thermo Fisher Scientific	Cat#: A-21206, RRID: AB_141708	IF (1:500)
Antibody	Anti-goat IgG (Alexa 555 donkey)	Thermo Fisher Scientific	Cat#: A-21432, RRID: AB_2535853	IF (1:1000)
Antibody	Anti-mouse IgG (Alexa 555 donkey)	Thermo Fisher Scientific	Cat#: A-31570, RRID: AB_2536180	IF (1:1000)
Antibody	Anti-rabbit IgG (Alexa 555 donkey)	Thermo Fisher Scientific	Cat#: A-31572, RRID: AB_162543	IF (1:1000)
Antibody	Anti-sheep IgG (Alexa 555 donkey)	Thermo Fisher Scientific	Cat#: A-21436, RRID: AB_2535857	IF (1:1000)
Antibody	Anti-chicken IgY (Alexa 555 goat)	Thermo Fisher Scientific	Cat#: A-21437, RRID: AB_2535858	IF (1:1000)
Antibody	Anti-mouse IgG (Alexa 647 donkey)	Thermo Fisher Scientific	Cat#: A-31571, RRID: AB_162542	IF (1:200)
Antibody	Anti-mouse IgG (HRP donkey)	Abcam	Cat#: ab97030, RRID: AB_10680919	WB (1:2500)
Antibody	Anti-rabbit IgG (HRP donkey)	Abcam	Cat#: ab16284, RRID: AB_955387	WB (1:2500)
Antibody	Anti-mouse IgG (HRP VHH)	AlpaLife	Cat#: KTSM1321	WB (1:5000)
Antibody	Anti-rabbit IgG (HRP VHH)	AlpaLife	Cat#: KTSM1322	WB (1:5000)
Recombinant DNA reagent	Plasmid: pLKO.1-TRC	Addgene	Addgene plasmid #10878, RRID: Addgene_10878	
Sequence-based reagent	shRNA targeting sequence of negative control	This paper	N/A	GCATCAAGGTG AACTTCAAGA
Sequence-based reagent	shRNA targeting sequence of mouse *Ythdf2*	Yu et al., 2018	N/A	GGACGTTCCC AATAGCCAACT
Sequence-based reagent	shRNA targeting sequence of mouse *Ythdf1*	This paper	N/A	GGACATTGGT ACTTGGGATAA
Sequence-based reagent	shRNA targeting sequence of mouse *Ythdf3*	This paper	N/A	GGATTTGGCAA TGATACTTTG
Sequence-based reagent	shRNA targeting sequence of mouse *Mettl14#6*	This paper	N/A	GCTGGACCTGG GATGATATTA
Sequence-based reagent	shRNA targeting sequence of mouse *Mettl14#7*	This paper	N/A	CCCAGCTTGT ACTTTGCTTTA
Sequence-based reagent	shRNA targeting sequence of negative control (AAV)	This paper	N/A	TTCTCCGAAC GTGTCACGTAA
Sequence-based reagent	shRNA targeting sequence of mouse *Kalrn12*	This paper	N/A	TGATGAGCTGA TGGAAGAA
Sequence-based reagent	shRNA targeting sequence of mouse *Ubr4*	This paper	N/A	AATGATGAGC AGTCATCTC
Sequence-based reagent	siRNA targeting sequence of negative control	Yu et al., 2018	N/A	UUCUCCGAAC GUGUCACGUTT
Sequence-based reagent	siRNA targeting sequence of mouse *Kalrn7*	Xie et al., 2007	N/A	AGUACAAUCCU GGCCAUGUTT
Sequence-based reagent	siRNA targeting sequence of mouse *Kalrn9*	Yan et al., 2015	N/A	ACUGGACUGG ACUUCUAUUTT
Sequence-based reagent	siRNA targeting sequence of mouse *Kalrn12*	Yan et al., 2015	N/A	CGAUGAGCUG AUGGAAGAATT
Sequence-based reagent	siRNA targeting sequence of mouse *Strn*	Breitman et al., 2008	N/A	GGUGAAGAUCG AGAUACAATT
Sequence-based reagent	siRNA targeting sequence of mouse *Ubr4*	Shim et al., 2008	N/A	AAUGAUGAGC AGUCAUCUATT
Sequence-based reagent	qPCR primers of mouse *18*s	Wang et al., 2018	N/A	Fwd: GCTTAATTTGACT CAACACGGGARev: AGCTATCAATCTG TCAATCCTGTC
Sequence-based reagent	qPCR primers of mouse *Gapdh*	Mains et al., 2011	N/A	Fwd: TTGTCAGCAATG CATCCTGCACCACCRev: CTGAGTGGCAGT GATGGCATGGAC
Sequence-based reagent	qPCR primers of mouse *Ythdf2*	This paper	N/A	Fwd: GAGCAGAGA CCAAAAGGTCAAGRev: CTGTGGGCTC AAGTAAGGTTC
Sequence-based reagent	qPCR primers of mouse *Kalrn7*	Mains et al., 2011	N/A	Fwd: GATACCATATCCAT TGCCTCCAGGACCRev: CCAGGCTGCGC GCTAAACGTAAG
Sequence-based reagent	qPCR primers of mouse *Kalrn9*	Mains et al., 2011	N/A	Fwd: GCCCCTCGCC AAAGCCACAGCRev: CCAGTGAGT CCCGTGGTGGGC
Sequence-based reagent	qPCR primers of mouse *Kalrn12*	Mains et al., 2011	N/A	Fwd: CAGCAGCCA CGTGCCTGCAGCRev: TCTTGACATTGGG AATGGGCCGCAC
Sequence-based reagent	qPCR primers of mouse *Strn*	This paper	N/A	Fwd: TGAAGCCTG GAATGTGGACCRev: CTATTGGGC CTCTTCACCCC
Sequence-based reagent	qPCR primers of mouse *Ubr4*	This paper	N/A	Fwd: TGAGTGAGG ACAAGGGCAACRev: GGGTTGGAT CGAACGAAGGT
Sequence-based reagent	qPCR primer for mouse *Hspa12a*	This paper	N/A	Fwd: GGGTTTGCACA GGCTAAGGARev: TCTGATGGACG GTCAGGTCT
Sequence-based reagent	qPCR primer for mouse *Islr2*	This paper	N/A	Fwd: GAAGCTCCCTTA GACTGTCACCRev: CCCCATCGTGA CTCCTGCTG
Sequence-based reagent	PCR primer for mouse *Hspa12a* CDS	This paper	N/A	Fwd: ATGGCGGACAA GGAAGCTGGRev: GTAATTTAAGAA GTCGATCCCC
Sequence-based reagent	PCR primer for mouse *Islr2* CDS	This paper	N/A	Fwd: ATGGGGCC CTTTGGAGCRev: GCCCGCTGTC TGCCTGTAG
Sequence-based reagent	Mouse genotyping primers for *Ythdf2* loxp site 1	This paper	N/A	GCTTGTAGTTATG TTGTGTACCAC and GCAGCTCTGACT ATTCTAAAACCTCC
Sequence-based reagent	Mouse genotyping primers for *Ythdf2* loxp site 2	This paper	N/A	CTCATAACATCC ATAGCCACAGG and CCAAGAGATAG CTTTCCTAATG
Sequence-based reagent	Mouse genotyping primers for *Six3-cre*	Chunqiao Liu’s lab	N/A	CCTTCCTCCCT CTCTATGTG and GAACGAACCT GGTCGAAATC
Sequence-based reagent	Mouse genotyping primers for *Thy1-GFP*	The Jackson Laboratory website	N/A	CGGTGGTGC AGATGAACTT and ACAGACACAC ACCCAGGACA
Sequence-based reagent	Mouse genotyping primers for Rosa-YFP mutant site	The Jackson Laboratory website	N/A	AGGGCGAGG AGCTGTTCA and TGAAGTCGAT GCCCTTCAG
Sequence-based reagent	Mouse genotyping primers for Rosa-YFP wild type site	The Jackson Laboratory website	N/A	CTGGCTTCT GAGGACCG and CAGGACAAC GCCCACACA
Peptide, recombinant protein	Insulin	Sigma	Cat#: I6634	
Peptide, recombinant protein	Recombinant Human/Murine/Rat BDNF	PeproTech	Cat#: 450–02	
Peptide, recombinant protein	Recombinant Human NT-3	PeproTech	Cat#: 450–03	
Peptide, recombinant protein	Recombinant Murine EGF	PeproTech	Cat#: 315–09	
Peptide, recombinant protein	Recombinant Human FGF-basic	PeproTech	Cat#: 100-18B	
Commercial assay or kit	Pierce BCA Protein Assay Kit	Thermo Fisher Scientific	Cat#: 23227	
Commercial assay or kit	GeneSilencer Transfection Reagent	Genlantis	Cat#: T500750	
Commercial assay or kit	Magna MeRIP m^6^A Kit	Millipore	Cat#: 17–10499	
Commercial assay or kit	EZ-Magna RIP RNA-Binding Protein Immunoprecipitation Kit	Millipore	Cat#: 17–701	
Chemical compound, drug	cpt-cAMP, 8-(4-Chlorophenylthio) Adenosine 3':5'-CY	Sigma	Cat#: C3912	
Chemical compound, drug	*N*-acetyl-L-cysteine (NAC)	Sigma	Cat#: A8199	
Chemical compound, drug	Forskolin	Sigma	Cat#: F6886	
Chemical compound, drug	Puromycin	Thermo Fisher Scientific	Cat#: A11138-03	
Chemical compound, drug	Puromycin	Sigma	Cat#: P8833	
Chemical compound, drug	Paraformaldehyde	Vetec	Cat#: V900894-100G	
Chemical compound, drug	Triton X-100	Sigma	Cat#: V900502	
Software, algorithm	GraphPad Prism 7.0	GraphPad	https://www.graphpad.com, RRID: SCR_002798	
Software, algorithm	STAR v2.5	Dobin et al., 2013	https://github.com/alexdobin/STAR/ RRID:SCR_004463	
Software, algorithm	HTSeq	Anders et al., 2015	https://pypi.org/project/HTSeq/	
Software, algorithm	ImageJ (Fiji)	Schindelin et al., 2012	http://fiji.sc, RRID:SCR_002285	
Software, algorithm	Matlab	Matlab	https://ww2.mathworks.cn	
Other	TRIzol Reagent	Life	Cat#: 15596018	
Other	PrimeScript RT Master Mix	Takara	Cat#: RR036B	
Other	2× ChamQ Universal SYBR qPCR Master Mix	Vazyme	Cat#: Q711-02	
Other	DMEM, high glucose	Gibco	Cat#: 11965–092	
Other	Dulbecco’s Modified Eagle’s Medium, 10×, low glucose	Sigma	Cat#: D2429	
Other	DMEM, high glucose	Hyclone	Cat#: SH30022.01	
Other	Fetal Bovine Serum (FBS)	Gibco	Cat#: 10270–106	
Other	Dulbecco’s Phosphate-Buffered Saline, 1× without calcium and magnesium (DPBS)	Corning	Cat#: 21–031-CVR	
Other	Poly-D-lysine, Cultrex	Trevigen	Cat#: 3439-100-01	
Other	Laminin (mouse), Culrex	Trevigen	Cat#: 3400-010-01	
Other	DMEM/F-12, GlutaMAX	Gibco	Cat#: 10565–018	
Other	Neurobasal Medium, minus phenol red	Gibco	Cat#: 12348–017	
Other	Penicillin-Streptomycin	Life	Cat#: 15140–122	
Other	B27 serum-free supplement, 50×	Life	Cat#: 17504044	
Other	N-2 Supplement, 100×	Gibco	Cat#: 17502–048	
Other	OCT Compound and Cryomolds, Tissue-Tek	SAKURA	Cat#: 4583	
Other	ChemiBLOCKER	Millipore	Cat#: 2170	
Other	CTB (Cholera Toxin Subunit B) conjugated by Alexa Fluor 555	Invitrogen	Cat#: C34776	
Other	VECTASHIELD Antifade Mounting Medium with DAPI	Vector Laboratory	Cat#: H-1200	
Other	Mounting Medium, antifading (with DAPI)	Solarbio	Cat#: S2110	
Other	Normal Goat Serum	Novus	Cat#: NBP2-23475	

### Animals and generation of the *Ythdf2* cKO mice

*Ythdf2^fl/fl^* mice were reported previously (Yu et al., 2021b). *Six3-cre* (Furuta et al., 2000), *Thy1-GFP* (Feng et al., 2000), and *Rosa26-eYFP* (Srinivas et al., 2001) mice were from Jackson Laboratory. For timed pregnancy, embryos were identified as E0.5 when a copulatory plug was observed. Genotyping primers are as following: the first *Ythdf2-loxP* site, 5’-GCTTGTAGTTATGTTGTGTACCAC-3’ and 5’-GCAGCTCTGACTATTCTAAAACCTCC-3’; the second *Ythdf2-loxP* site, 5’-CTCATAACATCCATAGCCACAGG-3’, and 5’-CCAAGAGATAGCTTTCCTAATG-3’.

*Six3-cre* site, 5’-CCTTCCTCCCTCTCTATGTG-3’ and 5’-GAACGAACCTGGTCGAAATC-3’.

*Rosa26-eYFP* wild type site, 5’-CTGGCTTCTGAGGACCG-3’ and 5’-CAGGACAACGCCCACACA-3’; the mutant site, 5’-AGGGCGAGGAGCTGTTCA-3’ and 5’-TGAAGTCGATGCCCTTCAG-3’. All experiments using mice were carried out following the animal protocols approved by the Laboratory Animal Welfare and Ethics Committee of Southern University of Science and Technology.

### Retinal neuronal culture

Retinal neurons were dissociated from E14.5 to 15.5 mouse embryos by papain in DPBS (1× Dulbecco’s phosphate-buffered saline [PBS], Corning, NY) following the previously described methods (Kechad et al., 2012), and neuronal suspension was plated on acid-washed glass coverslips pre-coated with poly-D-lysine (Trevigen, 100 μg/ml) for 1 hr and laminin (Trevigen, 5 μg/ml) overnight at 37°C. Culture medium was made up of half DMEM/F12 medium (Gibco) and half neurobasal medium (Gibco), supplemented with B27 supplement (Life, 0.5×), penicillin-streptomycin (Life, 1×), N-2 supplement (Gibco, 0.5×), *N*-acetyl-L-cysteine (Sigma, NAC 0.6 mg/ml), cpt-cAMP (Sigma, 100 μM), forskolin (Sigma, 10 μM), and insulin (Sigma, 25 μg/ml). EGF (PeproTech, 50 ng/ml), BDNF (PeproTech, 50 ng/ml), NT-3 (PeproTech, 25 ng/ml), and FGF-basic (PeproTech, 10 ng/ml) were freshly added before using.

### KD using lentiviral shRNA, siRNA or AAV shRNA, and overexpression using AAV system

Lentiviral KD plasmids encoding shRNA (shCtrl: 5’-GCATCAAGGTGAACTTCAAGA-3’; sh*Ythdf2*: 5’-GGACGTTCCCAATAGCCAACT-3’; sh*Ythdf1:* 5’- GGACATTGGTACTTGGGATAA-3’; sh*Ythdf3*: 5’- GGATTTGGCAATGATACTTTG-3’; sh*Mettl14#6:* 5’-GCTGGACCTGGGATGATATTA-3’; sh*Mettl14#7:* 5’-CCCAGCTTGTACTTTGCTTTA-3’) were generated from pLKO.1-TRC and lentivirus preparation process was described previously (Yu et al., 2018). All siRNAs were chosen from previous studies and the target sequences of siRNA are as following: siCtrl (RNAi negative control): 5’- UUCUCCGAACGUGUCACGUTT-3’ (Yu et al., 2018); si*Kalrn7*: 5’- AGUACAAUCCUGGCCAUGUTT-3’ (Xie et al., 2007); si*Kalrn9*: 5’-ACUGGACUGGACUUCUAUUTT-3’ (Yan et al., 2015); si*Kalrn12*: 5’-CGAUGAGCUGAUGGAAGAATT-3’ (Yan et al., 2015); si*Strn*: 5’-GGUGAAGAUCGAGAUACAATT-3’ (Breitman et al., 2008); si*Ubr4*: 5’-AAUGAUGAGCAGUCAUCUATT-3’ (Shim et al., 2008). AAV KD plasmids encoding shRNA (shCtrl: 5’-TTCTCCGAACGTGTCACGTAA-3’; sh*Kalrn12*: 5’-TGATGAGCTGATGGAAGAA-3’; sh*Ubr4*: 5’-AATGATGAGCAGTCATCTC-3’) were generated using pHBAAV-U6-MCS-CMV-EGFP and packaged in serotype-9 by Hanbio (1.5 × 10^12^ genomic copies per ml). AAV overexpression plasmids of Hspa12a (NM_175199.3; PCR primer for mouse *Hspa12a*: 5’-ATGGCGGACAAGGAAGCTGG-3’ and 5’-GTAATTTAAGAAGTCGATCCCC-3’) and Islr2 (NM_001161541.1; PCR Primer for mouse *Islr2*: 5’-ATGGGGCCCTTTGGAGC-3’ and 5’-GCCCGCTGTCTGCCTGTAG-3’) were generated from pHBAAV-CMV-MCS-3flag-T2A-ZsGreen and packaged serotype-9 by Hanbio (1.2 × 10^12^ genomic copies per ml).

GeneSilencer Transfection Reagent (Genlantis) was used in siRNA transfection following the manufacturer’s protocols. Culture medium was changed after 1 day of lentiviral shRNA infection or siRNA transfection. For lentiviral shRNA assay, puromycin (Thermo or Sigma, 1 μg/ml) was added after 2 days of infection. Immunofluorescence, RNA, or protein preparation was performed after shRNA or siRNA worked for 3 days. For AAV intravitreal injection, P0-P1 mouse pups were anesthetized in ice and then eyes were pierced at the edge of corneal by 30G × 1/2 needle (BD, 305106) under stereomicroscope. Then 1 μl AAV was intravitreally injected with 10 µl Syringe (Hamilton, 80330) following the pinhole. P15 or adult mice were anesthetized with 2.5% Avertin and then eyes were pierced at the side of corneal and the outer segment of sclera by 30G × 1/2 needle successively. Two μl AAV was intravitreally injected with 10 µl Syringe following the pinhole on the sclera. All subsequent experiments such as AOH operation and immunostaining were carried out after at least 3 weeks (10 days for ZsGreen/CART labeling of ooDSGCs in *Ythdf2* cKO and control mice in Figure 3A).

### RT-qPCR

Total RNA was extracted from cells or tissues with TRIzol Reagent (Life) and then used for reverse transcription by PrimeScript RT Master Mix (TaKaRa). Synthesized cDNA was used for qPCR by 2× ChamQ Universal SYBR qPCR Master Mix (Vazyme) on StepOnePlus Real-Time PCR System (ABI) or BioRad CFX96 Touch Real-Time PCR system. Primers used for qPCR are as following: mouse *Gapdh*: 5’-TTGTCAGCAATGCATCCTGCACCACC-3’ and 5’-CTGAGTGGCAGTGATGGCATGGAC-3’ (Mains et al., 2011); mouse *Kalrn7*: 5’- GATACCATATCCATTGCCTCCAGGACC-3’ and 5’-CCAGGCTGCGCGCTAAACGTAAG-3’ (Mains et al., 2011); mouse *Kalrn9*: 5’- GCCCCTCGCCAAAGCCACAGC-3’ and 5’-CCAGTGAGTCCCGTGGTGGGC-3’ (Mains et al., 2011); mouse *Kalrn12*: 5’- CAGCAGCCACGTGCCTGCAGC-3’ and 5’-TCTTGACATTGGGAATGGGCCGCAC-3’ (Mains et al., 2011); mouse *Strn*: 5’-TGAAGCCTGGAATGTGGACC-3’ and 5’-CTATTGGGCCTCTTCACCCC-3’; mouse *Ubr4*: 5’- TGAGTGAGGACAAGGGCAAC-3’ and 5’-GGGTTGGATCGAACGAAGGT-3’; mouse *Ythdf2*: 5’-GAGCAGAGACCAAAAGGTCAAG-3’and 5’-CTGTGGGCTCAAGTAAGGTTC-3’; 18 s: 5’-GCTTAATTTGACTCAACACGGGA-3’ and 5’-AGCTATCAATCTGTCAATCCTGTC-3’ (Wang et al., 2018); mouse *Hspa12a*: 5’-GGGTTTGCACAGGCTAAGGA-3’ and 5’-TCTGATGGACGGTCAGGTCT-3’; mouse *Islr2*: 5’-GAAGCTCCCTTAGACTGTCACC-3’ and 5’-CCCCATCGTGACTCCTGCTG-3’.

### Immunofluorescence and immunostaining

For tissue sections, mouse embryonic eyes were fixed with 4% PFA (Sigma) in 0.1 M phosphate buffer (PB) for 30–45 min at room temperature (RT); eyes of mouse pups (<P10) were pre-fixed briefly and then eyecups were dissected and fixed for 45 min-1 hr at RT; for P20-30 or adult mice, eyecups were dissected after myocardial perfusion with 0.9% NaCl, followed by fixation for 1 hr. After PBS (3 × 5 min) washing, tissues were dehydrated with 30% sucrose in 0.1 M PB overnight at 4°C, then embedded with OCT (SAKURA) and cryosectioned at 12 μm (20 μm for Thy1-GFP section analysis) with Leica CM1950 Cryostat. Tissue sections were permeabilized and blocked with 10% ChemiBLOCKER (Millipore) and 0.5% Triton X-100 (Sigma) in PBS (PBST) for 1 hr at RT and incubated in PBST overnight at 4°C with following primary antibodies: chicken anti-GFP (1:1000, Abcam ab13970), chicken anti-MAP2 (1:10,000, Abcam ab5392), goat anti-VAChT (1:1000, Millipore ABN100), guinea pig anti-RBPMS (1:1000, PhosphoSolutions 1832-RBPMS), mouse anti-AP2α (1:1000, DSHB 3B5), mouse anti-Bassoon (1:2500, Enzo Life Sciences ADI-VAM-PS003), mouse anti-Brn3a (1:300, Millipore MAB1585), mouse anti-Calbindin-D-28K (1:200, Sigma C9848), mouse anti-PKCα (1:500, Santa Cruz sc-8393), rabbit anti-Strn (Striatin) (1:500, BD Biosciences 610838), rabbit anti-CART (1:2000, Phoenix Pharmaceuticals H-003–62), rabbit anti-m^6^A (1:200, Synaptic Systems 202003), rabbit anti-melanopsin (1:1000, Thermo PA1-780), rabbit anti-PKCα (1:1000, Cell Signaling CST-2056), rabbit anti-PSD95 (1:1000, Abcam ab18258), rabbit anti-Recoverin (1:1000, Millipore AB5585), rabbit anti-YTHDF2 (1:1000, Proteintech 24744–1-AP), rabbit anti-YTHDF1 (1:1000, Proteintech 17479–1-AP), rabbit anti-YTHDF3 (1:1000, Abcam ab103328), rabbit anti-Ubr4 (1:300, Abcam ab86738), sheep anti-Chx10 (1:1000, Exalpha X1179P), chicken anti-GFAP (1:500, Millipore AB5541), goat anti-Lhx2 (1:200, Santa Cruz Biotechnology sc-19344), rabbit anti-Lhx2 (1:500, Abcam ab184337). After three times of PBS washing, sections were incubated in PBST for 1 hr at RT with secondary antibodies: Alexa 488 donkey anti-chicken (1:500, Jackson 703-545-155), Alexa 488 donkey anti-guinea pig (1:500, Jackson 706-545-148), Alexa 488 donkey anti-mouse (1:500, Thermo A21202), Alexa 488 donkey anti-rabbit (1:500, Thermo A21206), Alexa 555 donkey anti-goat (1:1000, Thermo A21432), Alexa 555 donkey anti-mouse (1:1000, Thermo A31570), Alexa 555 donkey anti-rabbit (1:1000, Thermo A31572), Alexa 555 donkey anti-sheep (1:1000, Thermo A21436), Alexa 555 goat anti-chicken (1:1000, Thermo A21437), or Alexa 647 donkey anti-mouse (1:200, Thermo A31571) and then mounted with the VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratory).

For cultured neurons, after twice of PBS washing, cells were fixed for 15 min with 4% PFA in 0.1 M PB at RT, then washed with PBS three times and blocked in PBST for 20 min at RT. Antibody incubation conditions are the same as tissue sections.

For wholemount immunostaining of retina, eyes were dissected after myocardial perfusion with 0.9% NaCl. Then retinas were separated from sclera and fixed with 4% PFA in 0.1 M PB for 1 hr at RT. Then retinas were blocked with 5% normal goat serum (Novus), 0.4% Triton X-100 in PBS overnight at 4°C. Primary antibodies such as chicken anti-GFP (1:1000, Abcam ab13970), mouse anti-Brn3a (1:300, Millipore MAB1585), mouse anti-SMI-32 (1:200, BioLegend 801701), or rabbit anti-Melanopsin (1:1000, Thermo PA1-780), rabbit anti-CART (1:2000, Phoenix Pharmaceuticals H-003–62) were diluted in 5% normal goat serum, 0.4% Triton X-100 in PBS and incubated overnight at 4°C. Then retinas were incubated with Alexa 488 donkey anti-chicken (1:500, Jackson 703-545-155), Alexa 488 donkey anti-mouse (1:500, Thermo A21202), Alexa 555 donkey anti-mouse (1:1000, Thermo A-31570) and Alexa 555 donkey anti-rabbit (1:1000, Thermo A31572) secondary antibodies in 5% normal goat serum (Novus), 0.4% Triton X-100 in PBS and finally mounted with the VECTASHIELD Antifade Mounting Medium with DAPI.

All images were captured on Nikon A1R confocal microscope or Zeiss LSM 800 confocal microscope with identical settings for each group in the same experiment. A region of interest, length or thickness in immunofluorescence experiments were obtained with ImageJ. The number of neurons in specific area was counted blindly and manually. To quantify RGC dendrite lamination in IPL with Thy1-GFP, z-stack and maximum projection were performed during the analysis. GFP intensity values across IPL depth were measured by ImageJ/Analyze/Plot Profile function (Liu et al., 2018). To quantify the numbers of Bassoon^+^/PSD-95^+^ excitatory synapses in IPL, the colocalization puncta was measured by ImageJ/Analyze/Puncta Analyzer as described previously (Ippolito and Eroglu, 2010).

### Sholl analysis

For confocal images of cultured RGCs, MAP2 signals in original format were analyzed with simple neurite tracer and then quantified with Sholl analysis (5 μm per distance from soma center) which was a widely used method in neurobiology to quantify the complexity of dendritic arbors using ImageJ (Schindelin et al., 2012; Binley et al., 2014). Retina wholemount data were captured in z-stack mode (0.5–1 μm per slide) with confocal microscopes. ZsGreen, eGFP, and SMI-32 signals were directly analyzed with simple neurite tracer and then z projection of all tracers was quantified with Sholl analysis (10 μm per distance from soma center), while melanopsin signals were maximum-projected before tracing.

### OMR assay

*Ythdf2* cKO and control mice aged about 6 weeks were dark-adapted overnight before experiment and used in the OMR assay following the previously reported protocols (Douglas et al., 2005; Sergeeva et al., 2018). Using the Matlab program, 0.2 c/deg (15 s per direction of rotation) was first used for mice to adapt this experiment, and 0.3, 0.35, 0.4, 0.43, 0.45, 0.47, 0.5 and 0.55 c/deg (30 s per direction of rotation) were used in the following recordings. Mouse behaviors were analyzed in real time during the experiment and re-checked with video recordings. Finally, data for each mouse were determined by the minimal spatial frequency between left and right OMR.

### CTB labeling of optic nerve

To label RGC axon terminals in mouse brain, RGC axons were anterogradely labeled by CTB conjugated with Alexa Fluor 555 (Invitrogen, C34776) through intravitreal injection 48 hr before sacrifice. After PFA perfusion, the brains were fixed with 4% PFA in 0.1 M PB overnight, dehydrated with 15% sucrose and 30% sucrose in 0.1 M PB overnight at 4°C sequentially, embedded with OCT for coronal section, and cryosectioned at 12 μm with Leica CM1950 Cryostat. After PBS washing, the sections were mounted with VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratory). The images were captured on Tissue Genostics with identical settings for each group in the same experiment with the TissueFAXS 7.0 software.

### RIP and sequencing

For RIP experiment, we used the EZ-Magna RIP RNA-Binding Protein Immunoprecipitation Kit (Millipore) following the manual with minor modifications. Briefly, 1 × 10^7^ retinal neurons were subjected to each 100 μl lysis buffer. The amount of YTHDF2 antibody (Proteintech, 24744–1-AP) and control IgG used for immunoprecipitation is 5 μg, respectively. RIP experimental steps, RNA sample preparation and sequencing, and sequence data analysis followed the procedures reported previously (Yu et al., 2021a).

### MS analysis

E15.5 retinal neurons were cultured and infected with lentiviral sh*Ythdf2* or shCtrl. Sample collection and lysis, protein and peptide preparation were performed following procedures reported previously (Yu et al., 2021b). Proteins with fold changes greater than 1.3 and p values less than 0.05 were considered to be regulated by YTHDF2 KD with statistical significance.

### Anti-m^6^A immunoprecipitation

Total retinal RNA was extracted from P0 WT mouse pups. Immunoprecipitation of m^6^A-modified transcripts was carried out with Magna MeRIP m^6^A Kit (Merck-Millipore, 17–10499) following the manual. m^6^A antibody (Synaptic Systems, 202003) and corresponding control IgG were used in this experiment. The RNA samples pulled down from the experiment were used for RT-qPCR.

### AOH model

Mice were anesthetized with 5% chloral hydrate in normal saline (10 μl/g) based on body weight and the Compound Tropicamide Eye Drops were used to scatter pupil. The anterior chamber was penetrated using the 32G × 1/2’’ needles (TSK) and filled with the BBS Sterile Irrigating Solution (Alcon) which was hung at a high position to provide proper pressure. Intraocular pressure was measured with the Tonolab tonometer (icare) for every 10 min and maintained at 85–90 mmHg for 1 hr. Levofloxacin hydrochloride was used after the operation and mice were revived in a 37°C environment. Retinas were analyzed for gene expression of YTHDF2 1 day after AOH, gene expression of *Hspa12a* and *Islr2* 3 days after AOH, dendritic complexity and RGC number 3–7 days after AOH.

### Statistical analysis

All experiments were conducted at a minimum of three independent biological replicates (two biological replicates for the RIP assay) or three mice/pups for each genotype/condition in the lab. Data are mean ± SEM. Statistical analysis was preformed using GraphPad Prism 7.0. When comparing the means of two groups, an unpaired or paired *t* test was performed on the basis of experimental design. The settings for all box and whisker plots are: 25th-75th percentiles (boxes), minimum and maximum (whiskers), and medians (horizontal lines). A p value less than 0.05 was considered as statistically significant: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Data Availability

The RIP-seq data have been deposited to the Gene Expression Omnibus (GEO) with accession number GSE145390. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD017775. The following datasets were generated: NiuF YangL JiS 2022Anti YTHDF2 RIP-seq to identify YTHDF2 target mRNAs in P0 mouse retinasNCBI Gene Expression OmnibusGSE145390 NiuF JiS 2022Proteome analysis using mass spectrometry (MS) in acute shYthdf2-mediated knockdown of cultured RGCsPRIDEPXD017775

How the deposited data were processed for this re-analysis (not part of the article)

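Anti-YTHDF2 RIP and input RNA of P0 wild-type mouse retina were sequenced in 2 replicates each, 4 libraries in all. The authors deposited a table of counts per gene, whole numbers that differ in their total between libraries, and a table of FPKM values, which the authors scaled for gene length and for library size. The paper's key resources table lists STAR and HTSeq without their settings, and annotation and genome build are not stated in the paper's text. No column of per-sample values was left unused. Genes were kept under the Ensembl identifiers and symbols of the table. Coordinates, gene types, transcript lengths and GC content came from GENCODE M21 (GRCm38), which held 52403 of the 52550 identifiers; the longest annotated transcript stood for each gene.

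Conditions and replicate numbers came from the sample labels. The design text of the series gives each of the 2 replicates an input and a pulldown, so that equal numbers mark a shared replicate. The difference between the inputs and the difference between the RIP libraries, replicate 2 minus replicate 1, had a Spearman correlation across genes of -0.0316 and a Pearson r of -0.0236 over all tested genes. Over genes with at least 50 counts in every library the Spearman correlation was -0.0642. The model left the replicate number out, and a block on it was run as an alternative.

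Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (minimum count 10, minimum total 15), scaled with TMM and tested with glmQLFit and glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method. Standard errors were derived from the log2 fold change and its F statistic. Transcripts with a log2 fold change of at least 1 and an unadjusted p below 0.05 were called enriched, and those at -1 or lower depleted. The counts that fell on protein-coding genes were far fewer than the totals. For genes with at least 50 counts in every library, the spread between replicates exceeded counting noise, so that replicates limit the precision there more than counts do. Genes with at most 3 counts in both RIP libraries were treated as at a floor, and for them only a bound on the fold change is given. Such floors cover counting error only.

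The overlap with proteins upregulated after YTHDF2 KD was tested with Fisher's exact test over tested genes and with 10000 random lists matched on mean expression in 20 bins. Of the 114 proteins, 111 had a gene name in the count table. Proteins that were identified but not changed were not used here, so the background is all tested transcripts. Gene lists were written by hand for dendrite development, cytoskeleton, synapse, ribosomal proteins, mitochondrially encoded proteins, zinc finger proteins, small noncoding RNAs, lens crystallins, and markers of retinal ganglion cells, progenitors, photoreceptors and amacrine cells. These 12 lists were tested with camera (inter-gene correlation 0.01), and the value given for a list is its median log2 fold change minus that of the other tested genes.

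The genes named in the text follow a rule. They are the genes of Supplementary file 3, Ythdf1, Ythdf2 and Ythdf3, and the 5 largest rises and 5 largest falls among genes with an adjusted p below 0.05, a mean of at least 5 CPM and a log2 ratio past 1 in the same direction in both replicates. AY036118, CT010467.1, Cep295, Rnu1b1, Rnu1b2, the further entries named Rnu3b4 and Rnu3b2 and the histone genes lie outside this rule and were chosen after their values were seen.

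The tests, the gene lists, the naming rule and most alternatives were set before the data were examined. Those alternatives were DESeq2 1.42.0, scaling by library size, by the upper quartile or by TMM without small noncoding and mitochondrially encoded genes, no filter on low counts, at least 10 counts in every library, edgeR's exact test, the replicate block, limma 3.58.1 on log2(FPKM + 0.1) or log2(FPKM + 1) for genes with a mean FPKM of at least 0.1, no fold change minimum, each library left out in turn, camera with an estimated correlation, fry, and residuals after trends on length and expression. Another 6 were added after the data were seen. They are the scale of each library recovered from Supplementary file 1, trends on GC content taken out with and without the replicate block, trends on GC content and transcript length taken out with and without the block (mgcv 1.9.3, basis size 8), and Fisher's exact test of the calls within a gene list.

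The tests of single genes, gene lists and the overlap were run on simulated data. All simulated changes were larger than the log2 fold change limit of 1. Genes varied independently, and no trend on GC content or length was put in. The shares that follow therefore do not give the power for real changes near that limit. They also leave untested how the set tests behave when genes are correlated. Among 13073 genes tested by edgeR's quasi-likelihood method, of which 189 had been changed, 86.2% of the changed and 4.16% of the unchanged genes were called. At an adjusted p below 0.05, 56.1% of the changed genes were called, and 13.8% of the calls were unchanged genes. The other fits called from 70.4% of 199 changed genes among 13584 tested (log2(FPKM + 1)) to 91.2% of 148 among 11658 (at least 10 counts in every library). The set tests called 2 of 2 changed lists and 0 of 10 random lists. Both overlap tests called 1 list with raised genes and 0 of 10 random lists. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

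The control IgG pulldown, the mass spectrometry, the imaging and the RT-qPCR of the paper were not analysed here.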

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

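The tests on transcript length and on the class of small noncoding RNAs were chosen only after the results were seen.

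The largest rises in the RIP belong to transcripts that the paper lists but does not discuss, and their signal lies above that of the input libraries. Among 314 transcripts that met the rule for named rises, *Scarna2* had a log2 fold change of 3.59 (standard error 0.421, adjusted p = 0.00169 by edgeR's quasi-likelihood test), with 2681 and 2354 counts in the inputs and 17804 and 26106 in the RIP libraries. *Zfp46* rose by 3.50 (adjusted p = 0.00136), from 46 and 52 counts to 453 and 356. *Gm24339*, a small nucleolar RNA gene, rose by 3.17 (adjusted p = 0.00264), *4930427A07Rik* by 2.78 (adjusted p = 0.00264) and *Agpat4* by 2.77 (adjusted p = 0.00622). In each of these 5, both RIP libraries were above both inputs, and with 1 library left out in turn the log2 fold changes stayed between 2.39 for *Agpat4* and 3.95 for *Scarna2*.

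Transcript length is an unlikely cause of these rises as a whole, since 5 of the 5 were still called enriched after trends on GC content and length were taken out with the replicate block. Their log2 fold changes were then 6.03, 3.04, 4.92, 2.35 and 3.23 in the same order. The values of *Scarna2* (414 nt) and *Gm24339* (76 nt) grow in that fit because short transcripts as a group are depleted. The hand-written list of small noncoding RNAs was not enriched. It lay at -2.56 relative to other transcripts, or -2.34 with the 5 genes at the floor set to their bound. *Gm24339* is not part of that list, which had 2 enriched transcripts among 64 tested. Over all tested transcripts, 4 snoRNA, 3 scaRNA and 1 miRNA genes were enriched, so that the list cannot decide for the whole class. Reads of an overlapping gene were tested next, and 0 of the 5 had an enriched overlapping gene with as many counts. *Gm24339* lies within *Cep295* on the same strand, which had a log2 fold change of -1.13, and *Agpat4* overlaps a pseudogene with 7 counts in all. What stays open is RNA held by the beads or the antibody without YTHDF2, because the control IgG pulldown was not analysed here, reads shared with paralogs elsewhere in the genome, and binding by YTHDF2 itself. The design names no condition other than the pulldown, and no biological explanation was tested.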

How the results depend on the processing

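All 15 transcripts of Supplementary file 3 kept a log2 fold change above 0 under each alternative run, fits with 1 library left out included. Over the 28 named transcripts and the alternatives set beforehand, 11 calls were lost and 8 gained, and 12 were lost and 1 gained under those added after the data were seen. None changed direction, apart from the fits with 1 library left out, where *Ythdf2* was at -0.25 and *Ythdf3* at -0.43 without input replicate 1. Without input replicate 2 they were at 1.06 and 1.55. Scaling moved the median log2 fold change of all tested transcripts from -0.05 with TMM to 0.27 with library size alone and -0.15 with TMM without small RNA and mitochondrial genes, all over 13632 genes. The medians with no filter on low counts (-0.16) and with DESeq2 (-0.24) are over 23345 genes and that on log2(FPKM + 0.1) (0.15) over 14493, so that they are not shifts of scale alone. Differences between gene lists are relative to the other transcripts and do not carry a shift of scale. Except where a reason is given, the cause of a change was not tested.

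The number of enriched transcripts, 1286, stayed between 997 and 1797 under the other alternatives but was 2357 with library size alone and 386 on log2(FPKM + 1). Enriched transcripts made up 57.7% of calls with library size alone and 45.6% on log2(FPKM + 0.1), against 35.4%. Their share was lower with TMM without small RNA and mitochondrial genes (28.5%) and on log2(FPKM + 1) (26.8%). The 474 with an adjusted p below 0.05 became 844 with library size alone, 872 with the exact test and 292 with no filter on low counts, where more genes enter the adjustment. On log2(FPKM + 1), which shrinks the changes of weakly expressed transcripts by construction, 1055 were depleted in place of 2344, and 349 of the paper's list were enriched in place of 1264. With the replicate block, 721 enriched transcripts passed the adjusted threshold; the block changed no other call at the unadjusted limits among the named transcripts, gene lists and overlaps and moved no other count by over 1.5 times. Adjusted p-values of single transcripts crossed 0.05 more easily. With the block, that of *Strn* fell from 0.0646 to 0.0013, and those of *Cpe* (from 0.0367 to 0.0588) and *Epb41l5* (from 0.0500 to 0.0697) rose past it. The log2 ratios of *Strn* in the replicates were nonetheless far apart, at 3.14 and 0.99. *Strn* also passed with DESeq2 (0.0072), the exact test (0.0147), library size alone (0.0266), at least 10 counts in every library (0.0484) and both FPKM values (0.0368 and 0.0249). It did not with the upper quartile (0.0625), TMM without small RNA and mitochondrial genes (0.126) or no filter on low counts (0.144). *Hspa12a* did not pass under the last pair either (0.0606 and 0.0687). *Epb41l5*, which lies at the threshold, passed it with DESeq2 (0.0225), the exact test (0.0187) and library size alone (0.0368), and not with the upper quartile (0.0503), TMM without small RNA and mitochondrial genes (0.0539), no filter on low counts (0.0647), at least 10 counts in every library (0.0502) or on FPKM values (0.0809 and 0.0996). Of the 15 transcripts, 12 passed with trends on GC content taken out, an alternative added after the data were seen, 13 with the block as well, and 4 with trends on GC content and length taken out, with or without it. In the 4 fits that each left out one library, which give no test, from 2026 to 2633 transcripts had a log2 fold change of at least 1, against 1706 with all libraries, and the highest number was without input replicate 2.

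The odds ratio of the overlap with upregulated proteins, 1.06, fell below 1 without small RNA and mitochondrial genes (0.984), with at least 10 counts in every library (0.910) and with the exact test (0.989). The observed overlap was 0.833 of the mean of expression-matched lists. It passed the threshold only with DESeq2, at 2.00 (Fisher's exact test p = 0.0311, with p from 0.0671 to 0.785 under the other alternatives set beforehand), which tests 23345 genes. The number of such transcripts, 11, was 22 with library size alone and 5 on log2(FPKM + 1).

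Among gene lists, an estimated correlation left none past the threshold, with adjusted p = 0.275 for dendrite development (0.50), mitochondrially encoded proteins (-5.32), ribosomal proteins (-2.57) and small noncoding RNAs (-2.56) and 0.651 for zinc finger proteins (0.18). With fry, dendrite development (0.50, adjusted p = 0.0790) and zinc finger proteins (0.18, adjusted p = 0.613) no longer passed, and ganglion cell markers (-0.37, adjusted p = 0.0297) did. Residuals after trends on length and expression put the cytoskeleton at -0.0506 and the synapse at -0.0510, and dendrite development at 0.12, small noncoding RNAs at -0.44 and zinc finger proteins at 0.0083 no longer passed. Zinc finger proteins also did not pass with library size alone (0.16, adjusted p = 0.0509), and the synapse passed with no filter on low counts (0.40). With 1 library left out, relative medians ran from 0.34 to 0.55 for dendrite development, from 0.0019 to 0.19 for the cytoskeleton, from -0.0397 to 0.66 for zinc finger proteins, from -2.90 to -2.53 for small noncoding RNAs, from -0.52 to -0.46 for ganglion cell markers, from 0.0424 to 0.30 for photoreceptor markers, from -0.12 to 0.29 for amacrine markers, from -0.58 to -0.0610 for progenitor markers, from 0.0013 to 0.54 for the synapse and from -6.99 to -0.64 for the 1 lens transcript tested.

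Alternatives chosen after seeing the data changed more. With trends on GC content taken out, 1197 enriched transcripts passed the adjusted threshold, and 1340 with the replicate block as well. The scale of Supplementary file 1 put the overlap's odds ratio at 0.978. With trends on both GC content and length taken out, without and with the replicate block, 1539 and 1488 transcripts were depleted, 711 and 723 of the paper's list were enriched, and the overlap held 7 and 7 transcripts (odds ratios 0.661 and 0.670). The number with an adjusted p below 0.05 was 742 without the block. Of the 1286 enriched transcripts, 659 and 671 were called again. Relative medians turned to -0.0928 and -0.12 for dendrite development, -0.23 and -0.22 for the cytoskeleton, -0.17 and -0.18 for the synapse, -0.0710 and -0.0858 for amacrine markers and -0.0078 and -0.0210 for photoreceptor markers. Zinc finger proteins no longer passed (0.13 and 0.12), nor did small noncoding RNAs without the block (-0.47), while ganglion cell markers did (-0.51 and -0.54).

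Depth on protein-coding genes, 2083594 counts in the shallowest library, limits which weakly expressed transcripts pass the filter on low counts. For genes with at least 50 counts in every library, the spread between the 2 libraries of a group exceeds counting noise (chi-square per degree of freedom of 167 for the inputs and 22.6 for the RIP libraries). In simulated data of the same size, 56.1% of changed genes passed the adjusted threshold.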

Differences from the paper's values

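The paper's Supplementary file 1 holds 1102 transcripts with FDR below 0.05 by the paper's values, against 474 enriched transcripts with an adjusted p below 0.05 here. Of the alternatives set before the data were examined, edgeR's exact test (872) and library size alone (844) came within 1.5 times of it, and the others, from 292 to 721, did not. Among those chosen after seeing the values, trends on GC content taken out gave 1197, or 1340 with the replicate block, and trends on GC content and length gave 742, while the latter with the replicate block (615) and the scale of Supplementary file 1 (561) did not come within 1.5 times.

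The log2 fold change of *Cpe* was 1.28 here and 1.35 in the paper's Supplementary file 1. The gap was more than the SD between the log2 ratios of the 2 replicates (0.0133) but far under the standard error of the fit (0.327). The median difference over the paper's list was of similar size, at -0.09, so that the gap need not be specific to this gene. With no filter on low counts (1.36) and on log2(FPKM + 1) (1.36) the difference was within that SD, as with the scale of Supplementary file 1 (1.36), an alternative chosen after seeing the values. None of the other alternatives set before the data were examined, from 1.18 to 1.61, closed the gap. For *Epb41l5* the value was 1.19 here against the paper's 1.26, again more than that SD (0.0426) but far under the standard error (0.334). With no filter on low counts (1.27), on log2(FPKM + 0.1) (1.26) and without input replicate 1 (1.24) the gap closed, and among alternatives chosen after seeing the values it did with the scale of Supplementary file 1 (1.26) and with trends on GC content taken out with the replicate block (1.24). The other alternatives set before the data were examined, from 0.57 to 1.54, did not close it.

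The paper lists *Kalrn*, *Islr2*, *Cpd* and *Spast* among the transcripts enriched in the RIP, and here they were not called, with log2 fold changes of 0.93, 0.88, 0.90 and 0.85. Library size alone called all of them, at 1.25, 1.28, 1.17 and 1.14, and called each of the 1575 tested transcripts of the paper's list. On log2(FPKM + 0.1), *Islr2* (1.14), *Cpd* (1.04) and *Spast* (1.14) were called. *Kalrn* was also called with no filter on low counts (1.00) and with the scale of Supplementary file 1 (1.01), which was chosen after seeing the values. Single inputs moved *Cpd* and *Spast*. Without input replicate 1 they were at 0.51 and 0.41, and without input replicate 2 at 1.44 and 1.49.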

Other observations

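The gene lists, and camera as their test, were set before the data were examined. The tests of GC bias and of a deviating input library were chosen only after the results were seen. So were those on the cause of the rise of the dendrite development list and those on the input libraries. Reading the ganglion cell list as a test of enrichment by cell type was also chosen afterwards.

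Longer transcripts were more enriched in the RIP. Across 11953 protein-coding transcripts the Spearman correlation of log2 fold change with length was 0.456, genes not being independent replicates. The median log2 fold change was -1.40 in the shortest decile (median length 1131 nt) and 0.53 in the longest (8738 nt). Enriched protein-coding transcripts had a median length of 4965 nt and depleted ones of 1921 nt. The correlation with GC content was 0.0830 but turned on the input. For the mean of the RIP libraries it was -0.191 against input replicate 1 and 0.303 against input replicate 2. GC bias is an unlikely cause, since the correlation with length was 0.476 after trends on GC content were taken out with the replicate block. A loss of short RNA alone is argued against by a correlation of 0.307 among transcripts of at least 2000 nt, and a single deviating input library by the lowest of the 4 correlations for a RIP library against an input, 0.280. Given mean expression, the partial correlation was 0.447. A biological candidate explanation, more m6A consensus motifs per length, was not borne out, because the density of DRACH motifs in the longest transcript had a partial correlation of -0.0431 with log2 fold change given length, GC content and expression. Motif density is not a measurement of m6A, which was not analysed here. Pulldown of long RNA by the procedure itself, and binding that grows with the number of sites on a transcript, stay open and were not tested.

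The dendrite development list lay 0.50 above other transcripts, and length may account for it. A share of 0.460 of 10000 random lists matched on length and expression had a median as high, while 0.0013 of those matched on expression alone did. The corresponding shares for random lists matched on both were 0.862 for the cytoskeleton and 0.949 for the synapse. GC content is less likely to be the cause, since the list kept a relative median of 0.42 (adjusted p = 9.0e-04 by camera, from 2.1e-05 to 0.938 over all alternatives) in the fit with GC trends taken out and the replicate block. These tests do not exclude that YTHDF2 binds these transcripts.

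The input libraries differed with GC content and the RIP libraries did not. Across protein-coding transcripts, the log2 difference of input replicate 2 minus replicate 1 had a Spearman correlation of -0.583 with GC content, and the RIP libraries one of 0.0100. In the decile with the lowest GC content (median 39.8%) the inputs differed by a median of 1.24, and in the decile with the highest (59.9%) by -0.57. The pattern is consistent with a GC bias that differs between the input libraries, because the weakest correlation within 3 groups by transcript length was -0.379. A difference between the retinas of the replicates is argued against by the RIP libraries, whose correlation of 0.0100 leaves no such trend (medians of 0.0226 and 3.4e-04 in the deciles with the lowest and the highest GC content). This holds if input and RIP of a replicate came from the same retinas, as the replicate numbers have it, and stays open otherwise. Histone transcripts stood out when genes with at most 10 counts in 1 library and at least 150 in each other were listed, limits chosen after the values were seen. *Hist1h2be* had 8 counts in input replicate 1 and 2456 in input replicate 2, with 351 and 425 in the RIP libraries, and *Hist2h2aa1* had 1 and 2663, with 414 and 556. No gene met these limits for the other 3 libraries. Both belong to families of near-identical copies that can share reads, and the cause was not tested.

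Transcripts that mark retinal ganglion cells were not above other transcripts. The hypothesis that the RIP enriches transcripts of a cell type with much YTHDF2 was tested on 24 markers, and their relative median of -0.37 lay below other transcripts (adjusted p = 0.0806 by camera), with -0.37 and -0.39 in the replicates and a negative value under each alternative. Only 4 of the 24 were above 0, 1 was enriched and 6 were depleted. Another list holds 6 of these markers, and the paper's list of targets holds 1. The retina holds many other cells, and the level of YTHDF2 per cell type was not measured in these libraries, so that the test speaks to the marker transcripts and not to the cells. Relative medians of the other marker lists were -0.27 for progenitors (20 transcripts, adjusted p = 0.431), 0.18 for photoreceptors (13 transcripts, adjusted p = 0.535) and 0.10 for amacrine cells (12 transcripts, adjusted p = 0.741). Single libraries moved them, with the amacrine list at -0.12 without input replicate 2 and 0.29 without input replicate 1, the progenitor list at -0.0610 without input replicate 1 and -0.58 without input replicate 2, and the photoreceptor list at 0.0424 without input replicate 1 and 0.30 without RIP replicate 1. Of the lens crystallin list 1 transcript passed the filter on low counts, at -1.61.

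Among depleted transcripts were most tested members of some groups of short RNA. Ribosomal protein transcripts had a relative median of -2.57 (79 transcripts, 74 depleted, adjusted p = 1.9e-56 by camera) and mitochondrially encoded ones -5.32 (13 of 13 depleted, adjusted p = 1.3e-40 by camera). Small noncoding RNAs were at -2.56 (64 transcripts, 41 depleted and 2 enriched, adjusted p = 1.5e-25 by camera). All kept their direction under each scaling, although small noncoding RNAs were at -0.98 over 155 transcripts with no filter on low counts, and with an estimated correlation each had an adjusted p of 0.275. Zinc finger transcripts had a relative median of 0.18 (305 transcripts, adjusted p = 0.0287), with 0.64 in replicate 1 and 0.02 in replicate 2, and -0.04 without input replicate 1. By the naming rule the largest falls were *Rnu3b4* and *Gm22620*, with 0 counts in both RIP libraries and levels at least 1257-fold and 184-fold lower than in the inputs, followed by *AC157822.1* (-9.49), *Rnu3b2* (-7.85) and *mt-Atp6* (-7.85). The size of the fall is uncertain for *AC157822.1*, with 17 and 1 counts in RIP replicates 1 and 2, and for *Rnu3b2*, with 0 and 18. *Rnu3b2* was at -6.77 without RIP replicate 1 and at -14.38 without RIP replicate 2, where no count is left, and *AC157822.1* was at -8.51 without RIP replicate 2 and at -12.40 without RIP replicate 1, where 1 count is left. *Rnu3b4* and *Rnu3b2* are copies of one family that can share reads, and the values above hold for single entries. Another entry named *Rnu3b4* (ENSMUSG00000104896) was at -5.56, with 85 and 94 counts in the RIP libraries. Another entry named *Rnu3b2* (ENSMUSG00000105115) was at -6.07, with 72 and 65 counts. These RNAs were thus depleted in the RIP but not absent from it. The transcripts of the YTHDF readers had log2 fold changes of 0.56 for *Ythdf1*, 0.26 for *Ythdf2* and 0.24 for *Ythdf3*, with adjusted p of 0.307, 0.755 and 0.819 by edgeR's quasi-likelihood test. Single inputs moved *Ythdf2* and *Ythdf3*, to -0.25 and -0.43 without input replicate 1 and to 1.06 and 1.55 without input replicate 2.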
